# Modelling pancreatic β-cell inflammation in zebrafish identifies the natural product wedelolactone for human islet protection

**DOI:** 10.1242/dmm.036004

**Published:** 2019-01-23

**Authors:** Luis Fernando Delgadillo-Silva, Anastasia Tsakmaki, Nadeem Akhtar, Zara J. Franklin, Judith Konantz, Gavin A. Bewick, Nikolay Ninov

**Keywords:** Diabetes, Inflammation, Insulin, Islet, Regeneration, Zebrafish, Beta-cells

## Abstract

Islet inflammation and cytokine production are implicated in pancreatic β-cell dysfunction and diabetes pathogenesis. However, we lack therapeutics to protect the insulin-producing β-cells from inflammatory damage. Closing this clinical gap requires the establishment of new disease models of islet inflammation to facilitate screening efforts aimed at identifying new protective agents. Here, we have developed a genetic model of Interleukin-1β (Il-1β)-driven islet inflammation in zebrafish, a vertebrate that allows for non-invasive imaging of β-cells and *in vivo* drug discovery. Live imaging of immune cells and β-cells in our model revealed dynamic migration, increased visitation and prolonged macrophage retention in the islet, together with robust activation of NF-κB signalling in β-cells. We find that Il-1β-mediated inflammation does not cause β-cell destruction but, rather, it impairs β-cell function and identity. *In vivo*, β-cells exhibit impaired glucose-stimulated calcium influx and reduced expression of genes involved in function and maturity. These defects are accompanied by α-cell expansion, glucose intolerance and hyperglycemia following a glucose challenge. Notably, we show that a medicinal plant derivative (wedelolactone) is capable of reducing the immune-cell infiltration while also ameliorating the hyperglycemic phenotype of our model. Importantly, these anti-diabetic properties in zebrafish are predictive of wedelolactone's efficacy in protecting rodent and human islets from cytokine-induced apoptosis. In summary, this new zebrafish model of diabetes opens a window to study the interactions between immune and β-cells *in vivo*, while also allowing the identification of therapeutic agents for protecting β-cells from inflammation.

## Abstract (precis)

**Summary:** A model of islet inflammation in zebrafish exhibits functional β-cell silencing and a lack of glucose responsiveness. A natural compound that rescues the glucose defect in zebrafish can protect human islets from inflammation.

## INTRODUCTION

Type 1 diabetes mellitus (T1DM) is an autoimmune reaction against the insulin-producing β-cells, which leads to cytokine-mediated β-cell loss. Type 2 diabetes mellitus (T2DM) is a pandemic metabolic disorder that affects 415-million people worldwide. T2DM often commences with insulin resistance triggered by over-nutrition and insufficient physical activity. In the long term, individuals with T2DM exhibit a loss of β-cell mass and function. Disease progression is potentiated by a reduced capacity of β-cells to undergo metabolic compensation, leading to additional β-cell stress and dysfunction due to hyperglycemia, a process culminating in a requirement for insulin replacement therapies (Kahn et al., 2014).

Current drug treatments targeting enhanced insulin secretion successfully ameliorate the symptoms of T2DM but are ineffective in triggering disease regression because they do not inhibit the pathways causing β-cell loss. An optimum treatment for T2DM should involve a component of disease modification as well as symptom management. Developing interventions that arrest or reverse β-cell loss and dysfunction has become an urgent priority (Marquard et al., 2015).

Inhibiting islet inflammation has emerged as an important objective for the protection of β-cells (Campbell-Thompson et al., 2016; Eizirik et al., 2009; Nordmann et al., 2017). It has been suggested that hyperglycemia in T2DM enhances the metabolic load on β-cells, causing an increase in the production of reactive oxygen species (ROS), in part, due to the oxidative nature of insulin protein folding and glucose metabolism (Ahmed Alfar et al., 2017). β-cell oxidative stress could promote inflammasome and caspase-1 activation, which can lead to the production and release of low levels of mature interleukin-1β (IL-1β). The production of IL-1β stimulates the release of several cytokines and chemokines that promote the migration and activation of macrophages, which are recruited to the islets and enhance the inflammatory environment further by exacerbating the release of cytokines (Donath et al., 2013).

IL-1β drives inflammation, in part, via activation of the nuclear factor-κB (NF-κB) signalling pathway (Lawrence, 2009). The experimental upregulation of NF-κB in β-cells using transgenic mice has been shown to cause reduced β-cell mass and diabetes (Salem et al., 2014), whereas genetic inhibition of NF-κB has protective effects (Eldor et al., 2006). Therefore, the identification of small molecules that protect β-cells from inflammation are likely to provide an effective strategy to prevent the failure of β-cells. Given the similarity between some of the inflammatory responses in T1DM and T2DM (Syed et al., 2002), β-cell protective agents could, in principle, be applicable as therapies for both types of diabetes.

Historically, drug discovery has been performed using biochemical or cell-based assays. Although these *in vitro* small-molecule screens can be conducted at high speed, they do not provide information about the efficacy of compounds *in vivo* in the natural endogenous environment. The low maintenance costs, rapid life cycle and high fecundity of zebrafish means that it offers a viable alternative for performing large-scale drug screens *in vivo* (Kamel and Ninov, 2017; Zon and Peterson, 2005). For example, the optical transparency of the developing zebrafish allows the observation of the pancreas non-invasively and over time. However, there are no zebrafish models of β-cell inflammation; such a model would allow the screening of compounds to identify β-cell protective agents.

To solve this problem, we developed a transgenic zebrafish model of β-cell inflammation. Since IL-1β is an important signal in the destruction of β-cells during an autoimmune attack in T1DM (Mandrup-Poulsen et al., 2010) and during β-cell dysfunction in T2DM (Dinarello et al., 2010), we used it to drive inflammation in our model. Expression of *il1b* in zebrafish β-cells led to activation of NF-κB signalling and macrophage infiltration into the islet. Live imaging of islets revealed that macrophages did not statically occupy the islet but instead underwent frequent and active migration in and out of the inflamed islet. Notably, β-cell mass was not reduced by *il1b* expression, but β-cell identity and function were impaired. For example, β-cells expressing *il1b* show impaired glucose-stimulated calcium influx. Notably, the natural product wedelolactone, which showed anti-inflammatory properties in our model, prevented hyperglycemia of zebrafish larvae in response to a glucose challenge and protected human β-cells from cytokine-induced damage. These data demonstrate the predictive power of our model for identifying translatable compounds that reduce islet inflammation and protect β-cells.

## RESULTS

### Expression of *il1b* leads to β-cell inflammation and immune-cell recruitment

IL-1β is synthetized as an immature precursor and requires proteolytic cleavage by caspase-1 for its activation (Afonina et al., 2015). To cause β-cell inflammation, we designed a transgenic line expressing the presumptive mature form of zebrafish Il-1β under the control of the insulin promoter. To do this, we truncated the full-length Il-1β protein by removing the first 104 amino acids (out of 272), as Il-1β is cleaved at residue 104 by zebrafish Caspase A (Vojtech et al., 2012). For easy identification of transgenic animals, we introduced mCherry expressed under the retinal-specific promoter (*crystalline a*) (Fig. 1A).

**Fig. 1.**
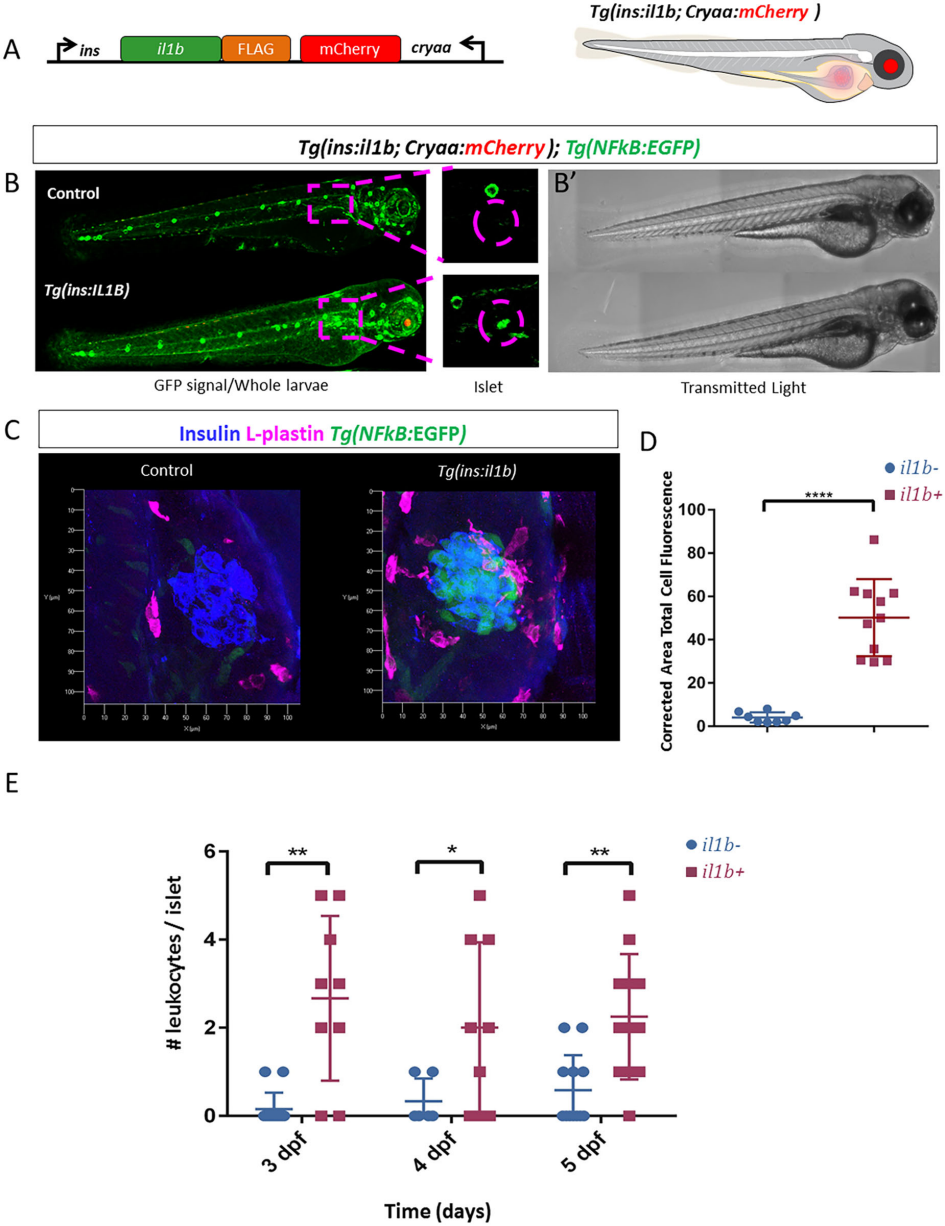
**Generation of a genetic model of chronic β-cell inflammation in zebrafish.** (A) Schematic representation of the genetic construct used to generate the transgenic model of chronic β-cell inflammation. The mature pro-inflammatory form of *il1b* was fused to the FLAG-peptide and cloned under the control of the insulin promoter. mCherry expression under the control of the crystalline (*cryaa*) promoter serves as a marker of transgenic animals (red eyes). (B) Representative confocal images (maximum projection) of *Tg(NF-kB:GFP)* larvae at 3 dpf in the presence or absence of *il1b* expression in β-cells. The top panel shows a control larva, whereas the bottom panel shows a *Tg(ins:il1b)* larva. The insets show high-magnification images of the islet region. There is strong GFP expression in the islets of *Tg(ins:il1b)* larvae compared to controls. Note that *Tg(ins:il1b)* larvae tend to exhibit higher GFP expression in the whole body compared to controls. (B′) Bright-field images of the larvae shown in B. Imaging in B was performed using tile-scan and the individual frames were automatically stitched together using the Tiles tool in the ZEN software (Zeiss) to render the entire larvae. (C) Representative confocal images of the primary islets from control and *Tg(ins:il1b)* larvae at 4 dpf in the transgenic background of a *Tg(NF-kB:GFP)* reporter (green). Immunostaining against insulin (blue) and L-plastin (magenta) marks the β-cells and the leukocytes, respectively. The islet from *Tg(ins:il1b)* larvae exhibits an increase in *NF-kB*:GFP expression compared to controls and the presence of leukocytes in the islet region. (D) Quantification of corrected area total cell fluorescence of *NF-kB*:GFP in the islets of control (blue) and *Tg(ins:il1b)* (red) larvae. Unpaired two-tailed *t*-test (Welch's correction), ****P<0.0001, mean±s.d. (E) Quantification of the number of leukocytes within the islet region of *Tg(ins:il1b)* (red) larvae compared to WT (blue) at 3, 4 and 5 dpf. Unpaired two-tailed *t*-test with Welch's correction, *P<0.05, **P<0.01, mean±s.d.

To assess whether *Tg(ins:il1b)* animals exhibited β-cell inflammation, we analyzed the activity of NF-κB signalling using a transgenic reporter line, *Tg(NF-kB:GFP)*. This reporter expresses GFP under the control of NF-κB transcriptional responsive elements, such that GFP is expressed in a cell following the nuclear translocation and binding of an NF-κB dimer to the NF-κB-binding sites (Kanther et al., 2011). Whereas *NF-kB*:GFP activity was undetectable in the islets of wild-type (WT) 3 days post-fertilization (dpf) larvae, there was a robust activation of the reporter in *Tg(ins:il1b)* siblings (Fig. 1B,C)*.* We directly quantified GFP florescence intensity within the islets of WT and *Tg(ins:il1b)* larvae at 4 dpf, which confirmed a potent increase in GFP fluorescence (Fig. 1D).

An important sign of chronic inflammation is the recruitment of immune cells. To investigate whether immune cells were recruited to the islets in our model, we performed a time-course analysis from 3 to 5 dpf to quantify the numbers of islet-associated leukocytes in controls and *Tg(ins:il1b)* larvae. Using L-plastin as a leukocyte marker, we found that leukocytes were rarely associated with the islet in WT, whereas their numbers increased in *Tg(ins:il1b)* larvae (Fig. 1C,E; Movies 1 and 2)*.* To determine the activation status of the immune cells, we examined the expression of *tumour necrosis factor alpha* (*tnfa*) using a transcriptional GFP reporter line. Whereas we could not detect *tnfa* expression in the islet-associated leukocytes in WT larvae, approximately 40% of the cells were *tnfa*-positive in *Tg(ins:il1b)* at both 3 and 5 dpf (Fig. S1). Thus, the expression of Il-1β in β-cells leads to the recruitment of intra-islet immune cells, a hallmark of inflammation.

### Live imaging reveals dynamic interactions between immune cells and β-cells

To understand the dynamics of the interaction between immune cells and β-cells *in vivo*, we performed confocal time-lapse imaging of macrophages in living larvae at 4.5 dpf. We used *Tg(mpeg1:GAL4); Tg(UAS:Kaede)* to specifically label macrophages with the GFP Kaede, whereas β-cells were labelled with nuclear mCherry; this allowed the two populations to be easily distinguished (Fig. 2). Live imaging showed that macrophages rarely visited WT islets and did not persist in proximity to the β-cells (Fig. 2A; Movie 3). In contrast, there was an increase in the frequency of macrophage visitation to the islet region in *Tg(ins:il1b)* larvae (Fig. 2A; Movie 4). These macrophages exhibited frequent shape changes and migrated in and out of the islet. Overall, there was an increase in the frequency of macrophage migration into the islet. Moreover, on average, the macrophages spent longer in the islets of *Tg(ins:il1b)* larvae compared to controls (Fig. 2B). In summary, the increase in the number of leukocytes we observed in our fixed-sample experiments was the result of both more frequent visitations by macrophages and increased interactions with the β-cells.

**Fig. 2.**
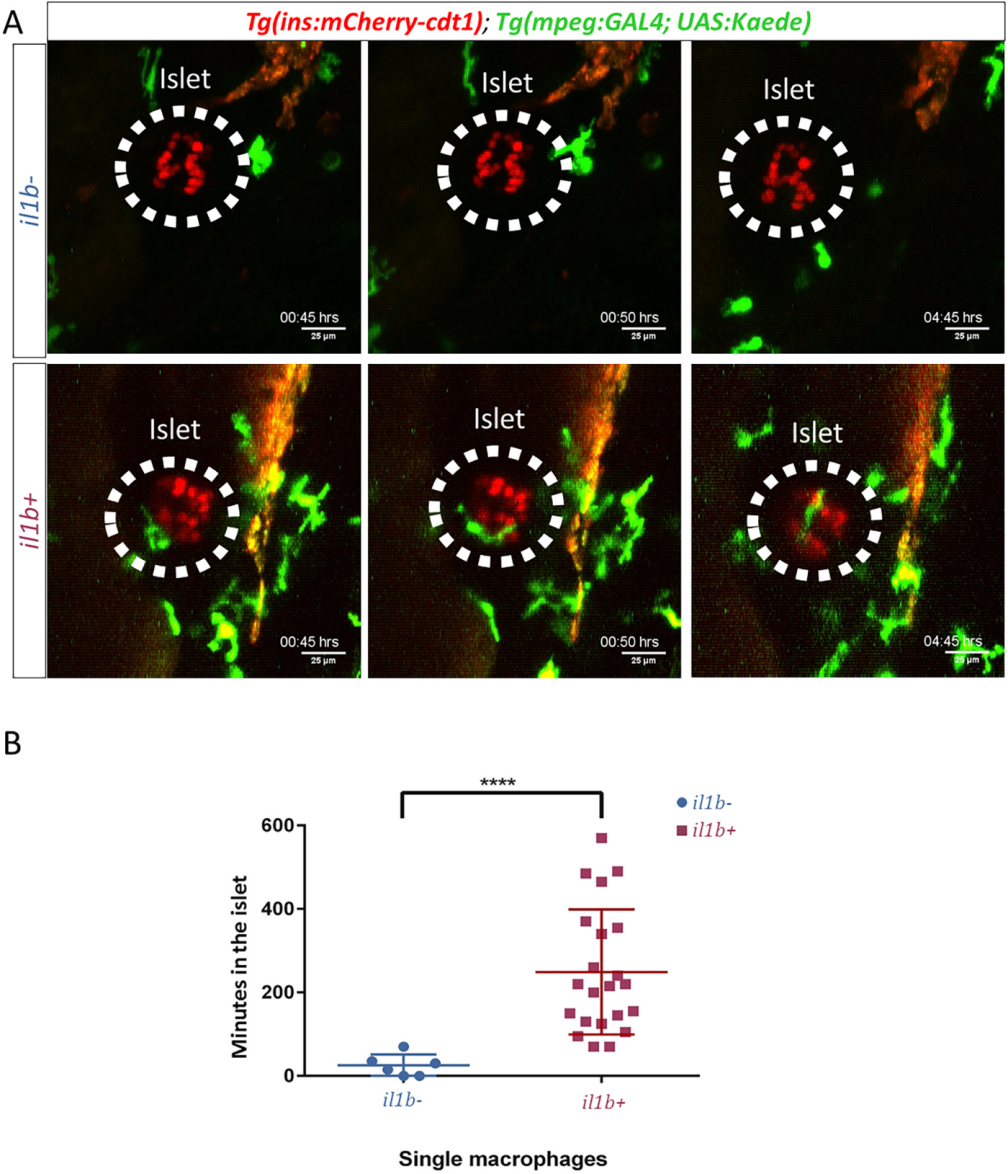
**Time-lapse imaging reveals dynamic interactions between β-cells and macrophages under chronic inflammation.** (A) Representative snapshots from time-lapse movies from control and *Tg(ins:il1b)* larvae. *Tg(ins:mCherry)* labels the β-cells (red), whereas *Tg(mpeg1:GAL4);Tg(UAS-Kaede)* labels the macrophages (green). β-cells and macrophages were imaged every 5 min for 10 h starting at 4.5 dpf. The elapsed time in hours (hrs) is indicated. (B) Plot showing the time that individual macrophages spend in the islet region as defined using a region of interest (ROI) (*n*=5 animals each for *il1b*− and *il1b*+). In controls (blue), the macrophages rarely visit the islet. In *Tg(ins:il1b)* larvae (red), the macrophages show an increase in the time they spend in the islet region. Unpaired two-tailed *t*-test with Welch's correction, ****P<0.0001, mean±s.d.

### Transcriptional analysis reveals impaired β-cell identity and downregulation of genes involved in β-cell function

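β-cells of Tg(ins:il1b) zebrafish, in which the insulin promoter drives zebrafish il1b, and of WT fish were sorted at 3 months of age, and their mRNA was sequenced in 2 libraries per genotype. The gene il1b lies on chromosome 10 from 45109897 to 45117159 of GRCz10. It had 11 and 1.9 normalised counts in the WT libraries and 587911 and 423851 in the Tg(ins:il1b) libraries, a log2 fold change of 16.37 (standard error 0.62, adjusted p = 0.0017 from limma). The counts per gene do not separate reads of the transgene from those of the endogenous il1b gene. The authors sequenced 2×75 bp paired-end reads on an Illumina HiSeq2500 and mapped them with GSNAP to GRCz10 with Ensembl annotation version 87. They deposited normalised counts per gene, in which each library is divided by a factor of its own. At least 99.99% of the values above 0 of each library lay within 0.1 of a whole number of reads once divided by what 1 read is worth, which gives 35073715 and 35637508 reads in genes for WT replicates 1 and 2 and 28524617 and 28702122 for Tg(ins:il1b) replicates 1 and 2. From these values, genes with at least 10 normalised counts in at least 2 libraries were tested with limma on log2(value + 1), with Benjamini-Hochberg adjustment over 18504 genes, so fold changes of low genes are understated. DESeq2 and edgeR were run on the whole reads as alternatives. The sources used here do not say whether the libraries of a genotype came from separate animals or pools, so p-values measure only the spread between these samples, which may be technical.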

To investigate the specific effects that chronic inflammation has on the β-cell transcriptome, we conducted mRNA-sequencing, gene-enrichment and network analysis in β-cells isolated from *Tg(ins:il1b)* animals and WT siblings. To collect enough cells for transcriptomic analysis, β-cells were sorted by fluorescence-activated cell sorting (FACS) (Fig. S2) from fish aged 3 months post-fertilization (mpf), which were viable and healthy. 

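Insulin mRNA was the most abundant transcript in all 4 libraries. The gene ins took 18.5% and 24.5% of the reads in WT and 11.7% and 9.56% in Tg(ins:il1b). Its log2 fold change was -1.18 (standard error 0.46, adjusted p = 0.316) from limma, and the adjusted p was 0.00125 from DESeq2. Markers of other cell types were also present in the sorted fraction. The somatostatin gene sst1.1 had 92133 and 2059 normalised counts in WT and 45219 and 1076219.5 in Tg(ins:il1b), a log2 fold change of 4.00 (standard error 2.01, adjusted p = 0.437) from limma. Without Tg(ins:il1b) replicate 2, it was 1.71 in limma and -0.057 in DESeq2. Of 34 macrophage and pan-leukocyte markers, 0 were called by limma and by edgeR, 12 were higher at an unadjusted p under 0.05, and 9 were higher by DESeq2. As a set they were higher (camera, adjusted p = 1.31e-05), with adjusted p = 0.529 with an estimated correlation. Here and below, the estimated form rests on 2 residual degrees of freedom and could hardly call any list. Of 12 neutrophil markers, 0 were called by limma and by edgeR, 4 were higher at an unadjusted p under 0.05, and 4 by DESeq2. Of 28 acinar cell markers, 0 were called by limma, edgeR or DESeq2, and 2 were lower at an unadjusted p under 0.05.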

We identified 1245 differentially expressed genes with a false discovery rate (FDR) <0.05 (Fig. 3A). 

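In β-cells of Tg(ins:il1b) animals, 204 genes rose and 98 fell at an adjusted p under 0.05 from limma. Of these 302 genes, 195 rose and 88 fell by more than 1.5 on the log2 scale, the lines drawn in Fig. 3A. Thioredoxin (txn), an antioxidant protein, rose from 102 ± 10.2 to 3280.2 ± 83.8 normalised counts (SD, n = 2), a log2 fold change of 5.00 (standard error 0.25, adjusted p = 0.00433). The relaxin-like hormone gene rln1 rose by 6.46 (standard error 0.41, adjusted p = 0.00699). The vesicular monoamine transporter gene slc18a2 fell from 3311 ± 536 to 244 ± 34.6 (SD, n = 2), a log2 fold change of -3.76 (standard error 0.25, adjusted p = 0.00699). DESeq2 on the whole reads called 1245 genes, 789 higher and 456 lower, among them all 302, and edgeR called 236. Limma without the variance trend called 13 genes, all of them higher. Without either Tg(ins:il1b) library, limma called 0 genes, with 2874 (replicate 1 left out) and 2294 (replicate 2 left out) at an unadjusted p under 0.05, where DESeq2 called 1224 and 744. Without either WT library, limma called 1 gene.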

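Genes of the NF-κB pathway, of cytokine and JNK signalling and of calcium handling, in fixed lists, were compared between the genotypes. Of 39 NF-κB pathway genes, 11 rose and none was lower in limma (13 rose when adjusted over the list alone, and 13 in DESeq2). The inhibitor gene nfkbiaa rose from 57 ± 3.96 to 2478 ± 1341 normalised counts (SD, n = 2), a log2 fold change of 5.31 (standard error 0.42, adjusted p = 0.0106). The A20-binding protein gene tnip2 rose by 5.34 (standard error 0.42, adjusted p = 0.00997) and the subunit gene nfkb2 by 2.07 (standard error 0.22, adjusted p = 0.0183). As a set the pathway was higher (camera, adjusted p = 2.14e-10), with adjusted p = 0.51 with an estimated correlation. The list holds traf3, nfkbie, nfkbiaa and tnip2, which the study named or drew from these samples, so it is not wholly independent. Limma without the variance trend called 0 of the 39. Macrophage and pan-leukocyte markers were also higher as a set (camera, adjusted p = 1.31e-05), so leukocyte RNA in the sorted fraction stays open as a source. Of 37 JNK and AP-1 genes, only the stress gene gadd45aa rose, by 1.52 (standard error 0.24, adjusted p = 0.0434), with 3 when adjusted over the list alone, 0 in edgeR and 6 in DESeq2. This set was also higher (camera, adjusted p = 0.0186), with adjusted p = 0.687 with an estimated correlation, and without Tg(ins:il1b) replicate 2 the adjusted p was 0.615. Of 30 cytokine and chemokine genes, 2 rose (11 higher and 1 lower when adjusted over the list alone), among them the chemokine gene ccl19b by 4.48 (standard error 0.68, adjusted p = 0.0398). The cytokine set was higher (camera, adjusted p = 2.39e-04), with adjusted p = 0.51 with an estimated correlation. Of 56 calcium homeostasis genes, 3 rose (4 higher and 4 lower when adjusted over the list alone, and 5 and 5 in DESeq2), the plasma membrane calcium pump genes atp2b1a and atp2b1b, by 2.23 and 2.38, and the parvalbumin gene pvalb9. The calcium set did not pass (camera, adjusted p = 0.281). Among the 100 called genes with the largest rise, the NF-κB list had 3 members (Fisher's exact test, one-sided, adjusted p = 0.0433 over 56 tests), the cytokine list 2 (adjusted p = 0.106), the calcium list 1 and the JNK list 0. The NF-κB list had 11 members among 200 genes (adjusted p = 1.29e-11), 6 among 100 ranked by p (adjusted p = 3.39e-06), 2 among 50 (adjusted p = 0.139) and 1 among the 100 with the largest rise in DESeq2 (adjusted p = 0.712), a ranking chosen after the data were seen.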

Gene Ontology (GO) analysis of the top 100 significantly upregulated genes in inflamed β-cells showed an increase in genes related to the NF-κB and the JNK cascades, cytokine signalling and cellular calcium ion homeostasis (Fig. 3B). For example, genes associated with inflammation, such as *TNF receptor-associated factor 3* (*traf3*), *cxcl18b* and *nuclear factor of kappa light polypeptide gene enhancer in B-cells inhibitor, epsilon* (*nfkbie*), were strongly upregulated. 

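The genes traf3, cxcl18b and nfkbie rose in Tg(ins:il1b). The adaptor gene traf3, on chromosome 17 from 29210539 to 29232295 of GRCz10, rose from 102 ± 34.4 to 814 ± 11.3 normalised counts (SD, n = 2). This is a log2 fold change of 3.02 (standard error 0.35, adjusted p = 0.0201) from limma. The chemokine gene cxcl18b, on chromosome 1 from 48577744 to 48581470, rose from 70.1 ± 54.2 to 2214 ± 879.9 (SD, n = 2), by 5.15 on the log2 scale (standard error 0.60, adjusted p = 0.0207). The inhibitor gene nfkbie, on chromosome 20 from 51461165 to 51494683, rose from 13.3 ± 8.49 to 279.7 ± 14 (SD, n = 2), by 4.43 (standard error 0.60, adjusted p = 0.0279).

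**Figure D1:**
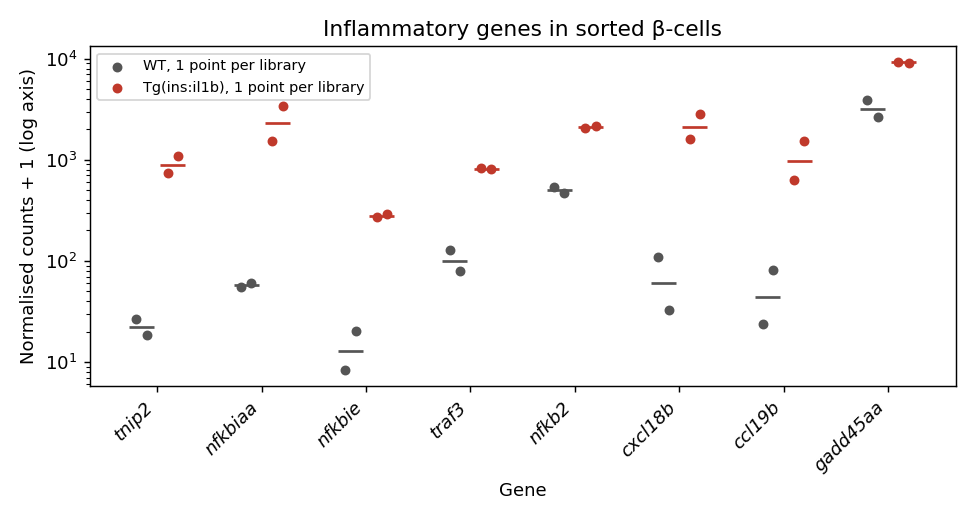
Normalised counts plus 1 (log axis) of 8 inflammatory genes in sorted β-cells, with 1 point per library (grey, WT; red, Tg(ins:il1b)) and a line at the geometric mean of the 2 libraries. Both Tg(ins:il1b) libraries lie above both WT libraries for each gene.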

In agreement with this inflammatory signature, there was a persistent increase in leukocyte infiltration in the islets of *Tg(ins:il1b)* animals compared to WT siblings when examined at a later stage (30 dpf) (Fig. S3). On the other hand, the top 100 downregulated genes showed a strong relation to amino-acid metabolism, cellular adhesion and cellular defence response (Fig. 3B).

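Cell adhesion genes changed in both directions, and amino acid metabolism genes were not called by limma. Of 78 adhesion genes, 3 fell and 1 rose (13 lower and 12 higher when adjusted over the list alone, and 10 and 11 in DESeq2). As a set they did not pass (camera, adjusted p = 0.26). The receptor phosphatase gene ptprua fell from 1995 ± 879 to 43 ± 20.8 normalised counts (SD, n = 2), a log2 fold change of -5.52 (standard error 0.48, adjusted p = 0.012) from limma. The neuroligin gene nlgn1 fell by 4.20 and lrrc4ba fell by 3.66 on the log2 scale, while the protocadherin gene pcdh10b rose by 4.49. Among the 98 genes that fell, the adhesion list had 3 members (Fisher's exact test, one-sided, adjusted p = 0.0921), and among the 100 with the largest fall in DESeq2, a ranking chosen after the data were seen, it had 4 (adjusted p = 0.0406). Of 66 amino acid metabolism genes, 0 were called by limma and by edgeR, with 5 higher and 5 lower at an unadjusted p under 0.05, and DESeq2 called 1 higher and 2 lower. Adjusted over the list alone, the limma count was 0. No list was fixed for the cellular defence response, so that term was not tested.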

**Fig. 3.**
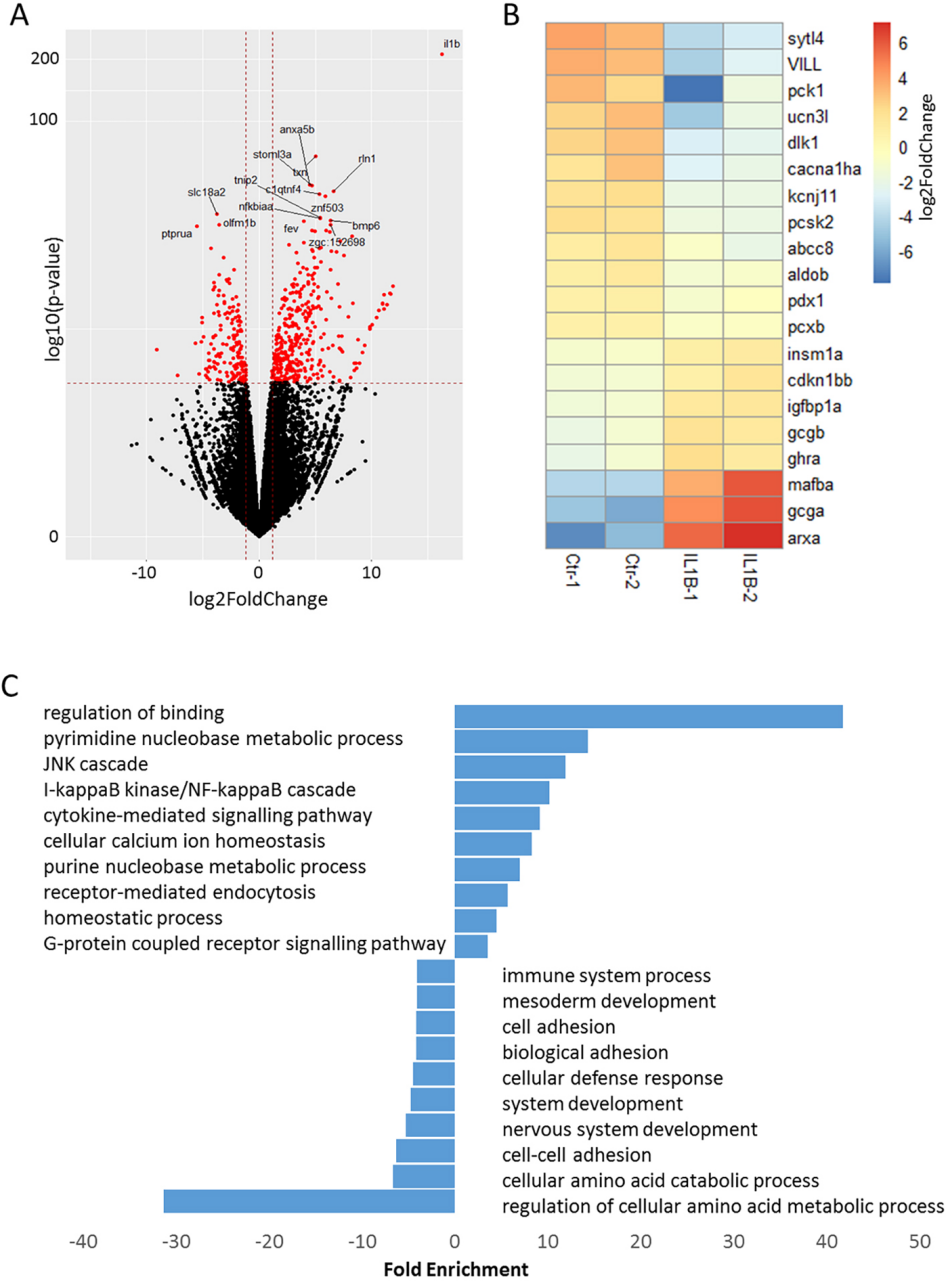
**Transcriptomic analysis of β-cells from *Tg(ins:il1b)* animals reveals changes in genes associated with β-cell identity and function.** (A) Volcano plot displaying the distribution of gene expression in β-cells from *Tg(ins:il1b)* at 3 months post-fertilization. The *y*-axis shows the log_10_ *P*-value. The *x*-axis shows the fold change in gene expression. The perpendicular dashed lines to the *x*-axis marks genes with ±1.5 log_2_ fold change in expression (to the left and right of the lines, respectively). The parallel line to the *x*-axis marks genes differentially expressed with a *P*<0.05 and a false discovery rate (FDR) <0.05 (red dots). We found a total of 1245 differentially expressed genes in β-cells from *Tg(ins:il1b)* animals. (B) Heatmap of selected genes associated with β-cell function and identity. In *Tg(ins:il1b)*-expressing β-cells, genes associated with β-cell function and identity, such as *cacna1ha*, *ucn3l* and *sytl4*, were downregulated, whereas genes normally expressed in α-cells, such as *gcga*, *mafba* and *arxa*, were upregulated. (C) Graph showing the top ten most enriched Gene Ontology (GO) terms based on the top 100 most upregulated or downregulated genes. The *x*-axis shows the fold enrichment from the Panther GO, with a *P*-value less than 0.05.

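The genes drawn in Fig. 3B were chosen by the study on these samples, so their directions are not independent evidence. Of the 11 genes drawn as lower and tested here, all 11 had a negative log2 fold change, 4 fell in limma and 7 in DESeq2. Of the 7 drawn as higher and tested here, all 7 had a positive one, 1 rose in limma and 6 in DESeq2. The villin-like gene VILL fell by 3.66 (standard error 0.58, adjusted p = 0.0437), and the prohormone convertase gene pcsk2 fell from 13439 ± 2545 to 3594 ± 246 normalised counts (SD, n = 2), a log2 fold change of -1.89 (standard error 0.21, adjusted p = 0.0186) from limma. The K-ATP channel subunit gene abcc8 had a log2 fold change of -1.48 (standard error 0.44, adjusted p = 0.191), and DESeq2 gave an adjusted p of 0.0375. The cell cycle inhibitor gene cdkn1bb had a log2 fold change of 1.21 (standard error 0.33, adjusted p = 0.161), and DESeq2 gave 0.016. The gene pck1 had 329.7 and 163 normalised counts in WT and 0 and 70.5 in Tg(ins:il1b) (adjusted p = 0.304 from limma).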

We further performed a hierarchical clustering by Pearson correlation to trace genes involved in β-cell function and identity. 

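Some genes of glucose sensing and of hormone processing fell in β-cells of Tg(ins:il1b) animals. Of 51 genes of glucose sensing and β-cell channels, 3 fell and none rose in limma (4 lower when adjusted over the list alone, and 7 lower and 1 higher in DESeq2). The glucose-6-phosphatase gene g6pcb fell from 26317 ± 19247 to 1983 ± 801 normalised counts (SD, n = 2), a log2 fold change of -3.57 (standard error 0.55, adjusted p = 0.0406). The pyruvate kinase gene PKLR fell by 1.49 on the log2 scale (standard error 0.24, adjusted p = 0.0443). As a set these genes were lower (camera, adjusted p = 0.00541), with adjusted p = 0.51 with an estimated correlation. Of 55 genes of hormone processing and exocytosis, 3 fell and 1 rose (4 lower and 5 higher when adjusted over the list alone, and in DESeq2), the last being the synaptic vesicle gene sv2bb by 4.70 (standard error 0.43, adjusted p = 0.013). The 3 that fell, sytl4, pcsk2 and slc18a2, were named or drawn by the study from these samples. This set did not pass (camera, adjusted p = 0.806). Among the 98 genes that fell, each of these lists had 3 members (Fisher's exact test, one-sided, adjusted p = 0.0433; 0.0578 for the same 98 genes when 200 genes were taken among those that rose, through the adjustment alone), while both lists missed the threshold among the 50 genes with the largest fall. Among the 100 genes with the largest fall in DESeq2, a ranking chosen after the data were seen, the glucose sensing list had 1 member (adjusted p = 0.796) and the hormone processing list 2 (adjusted p = 0.25). Of 28 β-cell identity genes, 0 were called by limma and by edgeR, with 6 higher and 6 lower at an unadjusted p under 0.05, 2 higher and 0 lower when adjusted over the list alone, and 2 higher and 2 lower in DESeq2. As a set they did not pass (camera, adjusted p = 0.386).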

Important regulators of β-cell maturity and function were expressed at lower levels in β-cells from *Tg(ins:il1b)* larvae compared to controls (Fig. 3C). For example, *urocortin 3l* (*ucn3l*), *pancreatic and duodenal homeobox 1* (*pdx1*), *cacna1ha*, *sytl4* and the T2DM risk gene *kcnj11*, which encodes the components of the ATP-sensitive potassium (K-ATP) channel, were downregulated in the *il1b*-expressing β-cells. 

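The genes kcnj11 and sytl4 fell in Tg(ins:il1b), and ucn3l, pdx1 and cacna1ha had lower means that did not pass the test. The K-ATP channel gene kcnj11, on chromosome 25 from 22756170 to 22757315 of GRCz10, fell from 1907 ± 268 to 481 ± 10.4 normalised counts (SD, n = 2), a log2 fold change of -1.98 (standard error 0.23, adjusted p = 0.0204) from limma. The granule protein gene sytl4, on chromosome 14 from 35084225 to 35101111, fell from 3950.2 ± 1121 to 331 ± 155 (SD, n = 2), a log2 fold change of -3.63 (standard error 0.38, adjusted p = 0.0183). The β-cell maturity marker ucn3l, on chromosome 4 from 15982341 to 15982784, had 5899 and 9440.1 normalised counts in WT and 272 and 1949 in Tg(ins:il1b), and its log2 fold change of -3.35 had an adjusted p of 0.137 from limma and 0.205 from DESeq2. The transcription factor gene pdx1, on chromosome 24 from 21539015 to 21541532, was at 84274 ± 3204 in WT and 50093 ± 12792 in Tg(ins:il1b) (SD, n = 2), with an adjusted p of 0.225 from limma and 0.11 from DESeq2. The calcium channel gene cacna1ha, on chromosome 3 from 39711930 to 39812369, was at 370.1 ± 232 and 68 ± 24.7 (SD, n = 2), with a log2 fold change of -2.32 (standard error 0.56, adjusted p = 0.127) from limma. DESeq2 on the whole reads called cacna1ha (adjusted p = 0.00133), but not without WT replicate 2, where its log2 fold change was -1.61. Limma with the replicate number as a block, which the study's methods do not name, called ucn3l (adjusted p = 0.0254) and cacna1ha (adjusted p = 0.0472). Without Tg(ins:il1b) replicate 2, a fit chosen after the data were seen, DESeq2 gave an adjusted p of 9.55e-32 for ucn3l and 0.0267 for pdx1, and without replicate 1 it gave 1.89e-05 and 0.565. It called neither gene without WT replicate 1 (0.683 and 0.502) or without WT replicate 2 (1 and 0.691).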

Notably, genes involved in specification of other hormonal pancreatic cells, such as α-cells, were upregulated. For example, there was increased expression of *arxa*, *mafba*, *gcga* and *gcgb*, genes that should be restricted to α-cells (Fig. 3C). This analysis shows a deregulation of hormonal expression, especially glucagon, and points to a possible impairment of β-cell identity and function under chronic inflammation.

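Of 14 α-cell marker genes, gcga and fev rose and none fell in limma (4 rose when adjusted over the list alone, and 4 in DESeq2). Both genes were named or drawn by the study from these samples. As a set the list did not pass (camera, adjusted p = 0.229), and its median log2 fold change was -0.03. At an unadjusted p under 0.05, 5 members were higher and 2 lower. Among the 100 called genes with the largest rise, the list had 2 members (Fisher's exact test, one-sided, adjusted p = 0.0433). It had 1 among 50 (adjusted p = 0.416) and 2 among 200 (adjusted p = 0.109). In the DESeq2 ranking of 100 genes, chosen after the data were seen, it had 2 (adjusted p = 0.0406). The glucagon gene gcga, on chromosome 22 from 11587838 to 11596336 of GRCz10, rose from 5678 ± 2846 to 252849.6 ± 184523 normalised counts (SD, n = 2), a log2 fold change of 5.35 (standard error 0.58, adjusted p = 0.0184) from limma. The transcription factor gene fev rose from 481 ± 45.8 to 7521 ± 2463 (SD, n = 2), by 3.93 on the log2 scale (standard error 0.28, adjusted p = 0.00713). The other glucagon gene, gcgb, on chromosome 9 from 51733860 to 51740174, was at 22767 ± 8926 in WT and 66667 ± 13957 in Tg(ins:il1b) (SD, n = 2), with a log2 fold change of 1.59 (standard error 0.32, adjusted p = 0.0817) from limma and an adjusted p of 5.97e-04 from DESeq2. The α-cell transcription factor gene arxa, on chromosome 24 from 23791655 to 23797548, had 0 and 2.9 normalised counts in WT and 66.7 and 199.8 in Tg(ins:il1b), with an adjusted p of 0.0537 from limma and 3.01e-06 from DESeq2. The gene mafba had 0, 1, 6.1 and 33.1 normalised counts in the same order of libraries, below the filter, and DESeq2 gave an adjusted p of 0.154.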

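The glucagon gene gcga took a larger share of the reads in both Tg(ins:il1b) libraries than in either WT library. Reads of gcga made up 0.0239% and 0.0107% in WT and 0.424% and 1.25% in Tg(ins:il1b). Of 13 markers of other endocrine cells, only the ghrelin gene ghrl rose in limma, by 10.71 on the log2 scale (standard error 1.06, adjusted p = 0.0175), with 2 when adjusted over the list alone and 4 in DESeq2. Without Tg(ins:il1b) replicate 1 its log2 fold change was 12.24, and without replicate 2 it was 9.18. The somatostatin gene sst1.1 made up 0.286% and 0.00599% of the reads in WT and 0.157% and 3.51% in Tg(ins:il1b), so its genotypes overlapped. The shares of these hormones differed between the Tg(ins:il1b) libraries by more than 2 times. From the lower expression of genes of β-cell function together with the higher expression of α-cell genes, the paper proposes that chronic inflammation may impair β-cell identity and function.

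**Figure D2:**
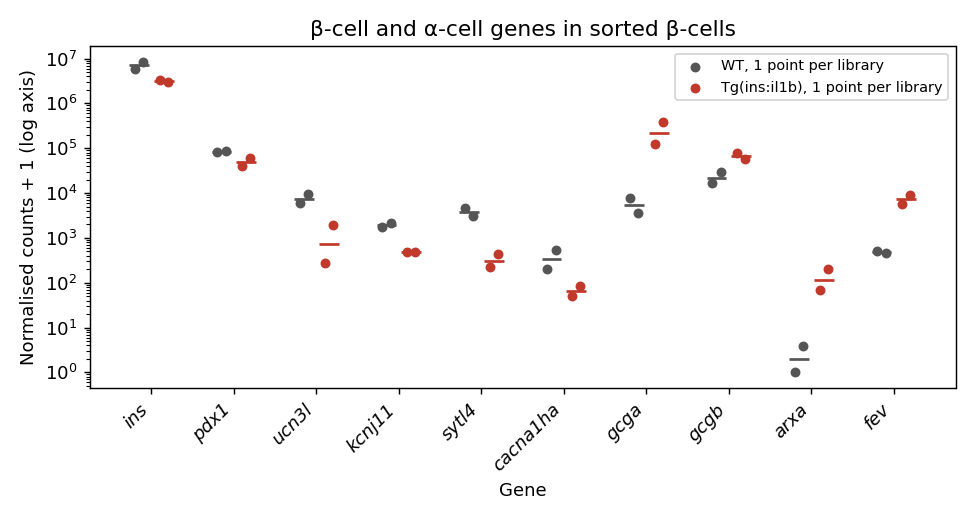
Normalised counts plus 1 (log axis) of 10 β-cell and α-cell genes in sorted β-cells, with 1 point per library (grey, WT; red, Tg(ins:il1b)) and a line at the geometric mean of the 2 libraries. The libraries of the 2 genotypes do not overlap for any of the genes drawn, and ucn3l, pdx1, ins, cacna1ha, gcgb and arxa did not pass the test in limma.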

### Chronic inflammation impairs the glucose-stimulated calcium influx of β-cells *in vivo*

To test whether chronic inflammation impairs β-cell function *in vivo*, we performed live imaging of glucose-stimulated calcium influx using a β-cell-specific GCaMP6s reporter. Our laboratory previously developed this model to measure glucose responsiveness of zebrafish β-cells (Singh et al., 2017). Using the GCaMP6s system, we first characterized glucose-induced calcium influx in 4.5 dpf WT larvae mounted in agarose. Stimulation with 12.5 mM glucose via injection in the circulation produced an immediate β-cell response, with an average 4.7-fold increase in normalized GCaMP6s intensity (Fig. 4A,C; Movie 5). In contrast, the *il1b*-expressing β-cells showed a diminished response to glucose stimulation (Fig. 4A,C; Movie 6). Interestingly, we observed frequent endogenous calcium spikes in β-cells of WT larvae in the absence of glucose stimulation (Movies 5 and 6). This endogenous β-cell activity is likely a response to the basal circulating glucose levels in larvae (V. Salem, L.F.D.-S. and K. Suba et al., unpublished). The expression of *il1b* did not appear to change the endogenous calcium spikes in β-cells (Movie 5). This result illustrates that chronic inflammation does not interfere with the ability of the β-cells to respond to basal glucose levels but specifically inhibits the responsiveness to increased glucose concentrations.

**Fig. 4.**
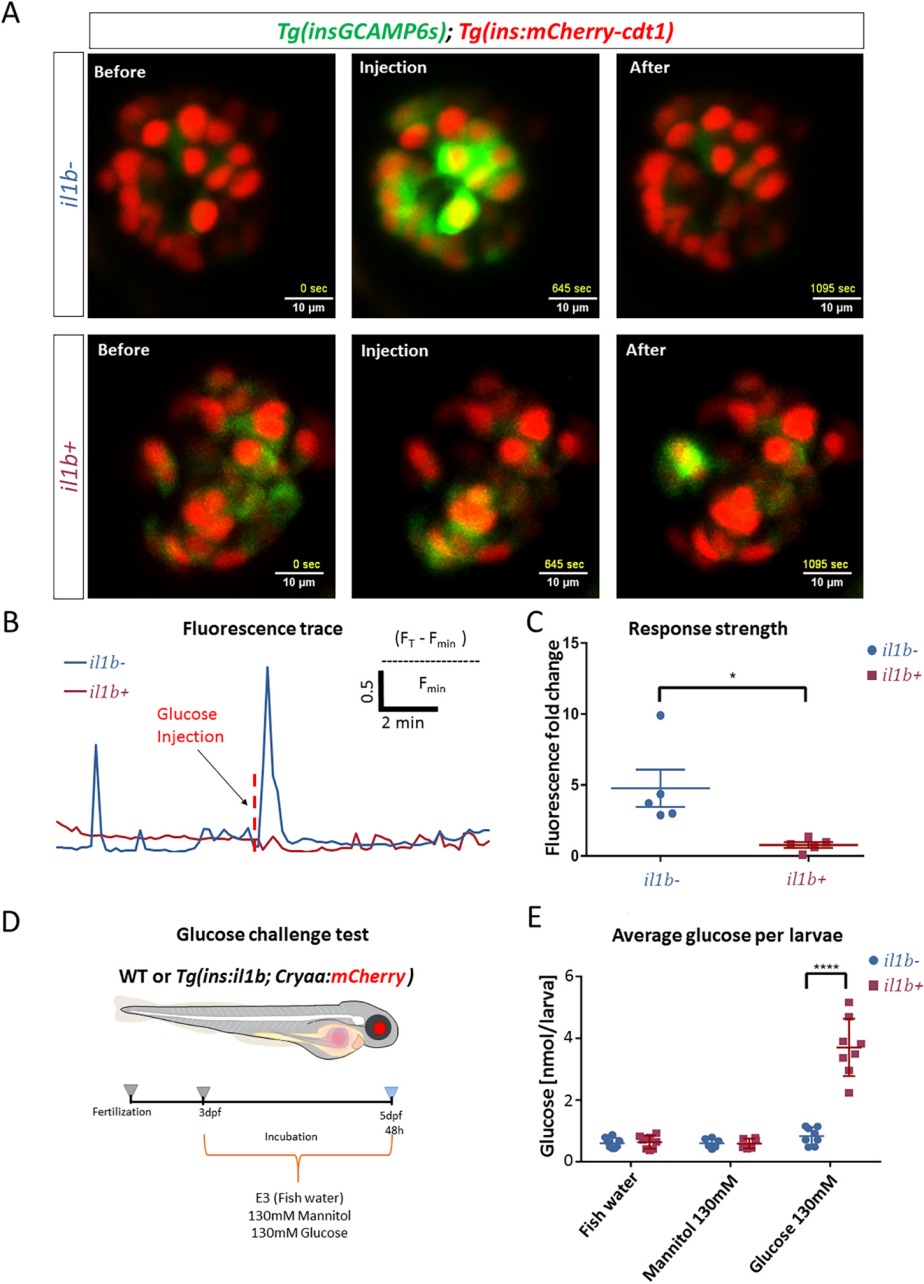
**β-cell inflammation leads to reduced glucose responsiveness of β-cells and hyperglycemia following a glucose challenge.** (A) Snapshots from live imaging of 4.5 dpf larvae expressing GCaMP6s and nuclear mCherry in the β-cells. The images show the GCaMP6s fluorescence before, during and after glucose stimulation. The larvae were mounted and imaged using a confocal microscope. The β-cells were stimulated with 12.5 mM glucose solution by intracardiac injection. (B) Traces of GCaMP6s fluorescence intensity over time for the islets shown in A. The islet of the WT larva showed a strong and coordinated increase in GCaMP6s fluorescence in response to glucose injection, indicating glucose-stimulated calcium influx, whereas the islet of the *Tg(ins:il1b)* larva did not respond to glucose. (C) Graph showing the GCaMP6s fluorescence-intensity fold change before and after the glucose injection. *Tg(ins:il1b)* β-cells showed a drastically reduced glucose-stimulated calcium influx compared to controls. Unpaired two-tailed *t*-test with Welch's correction, *P<0.05. *n*=5 larvae, mean±s.d. (D) A model showing the design of a glucose challenge in zebrafish larvae. The glucose challenge consists of incubating the larvae in three solutions: fish water (E3), 130 mM mannitol as an osmotic control, and 130 mM glucose. The larvae were incubated at 3 dpf and the glucose was measured at 5 dpf. (E) Plot showing glucose concentration following a glucose challenge in controls and *Tg(ins:il1b)* larvae. The *Tg(ins:il1b)* larvae show similar free glucose levels as WT larvae in fish water (E3) and mannitol. Following glucose challenge, the *Tg(ins:il1b)* larvae show an approximately 3.5-fold increase in free glucose compared to WT siblings. Two-way ANOVA with Sidak's multiple-comparison test; ****P<0.0001; each data point represents a pool of ten larvae; mean±s.d.

### β-cell inflammation and metabolic stress lead to hyperglycemia

Since our results indicated an impaired glucose response of β-cells, we challenged the WT and *Tg(ins:il1b)* larvae with glucose to assess their ability to regulate sugar levels. Larvae were incubated in normal fish water or fish water supplemented with glucose from 3 to 5 dpf (130 mM). To account for any potential confounding effects of hyperosmolarity, we incubated the larvae in mannitol (130 mM) as an additional control. After 2 days of the challenge, we measured free glucose levels in the larvae (Fig. 4D). Under normal conditions, chronic inflammation did not change significantly the free glucose concentrations. Conversely, in response to glucose incubation, the *Tg(ins:il1b)* larvae showed significantly elevated glucose compared to WT siblings (Fig. 4E). To assess glucose tolerance as previously described (Matsuda et al., 2017), we incubated 4.8 dpf larvae in glucose for 60 min, washed the glucose and measured whole-animal glucose levels at 1, 30 and 60 min (Fig. S4A). *Tg(ins:il1b)* larvae showed glucose intolerance compared to WT (Fig. S4B), consistent with the defect in glucose responsiveness we documented using calcium imaging.

### Chronic inflammation is associated with α- and β-cell expansion

To determine whether the defect in glucose regulation might be a consequence of reduced β-cell mass, we quantified the number of insulin-positive cells in the *Tg(ins:il1b)* larvae under normal conditions and following a glucose challenge from 3 to 5 dpf. We found that *Tg(ins:il1b)* larvae possess higher numbers of insulin-positive cells compared to controls both under basal conditions and in the glucose challenge (Fig. 5A,B). Thus, the defect in glucose regulation that we observed in larvae is likely not a result of a reduction in β-cell numbers but involves changes in β-cell function, as indicated by our analysis of glucose-stimulated calcium influx.

**Fig. 5.**
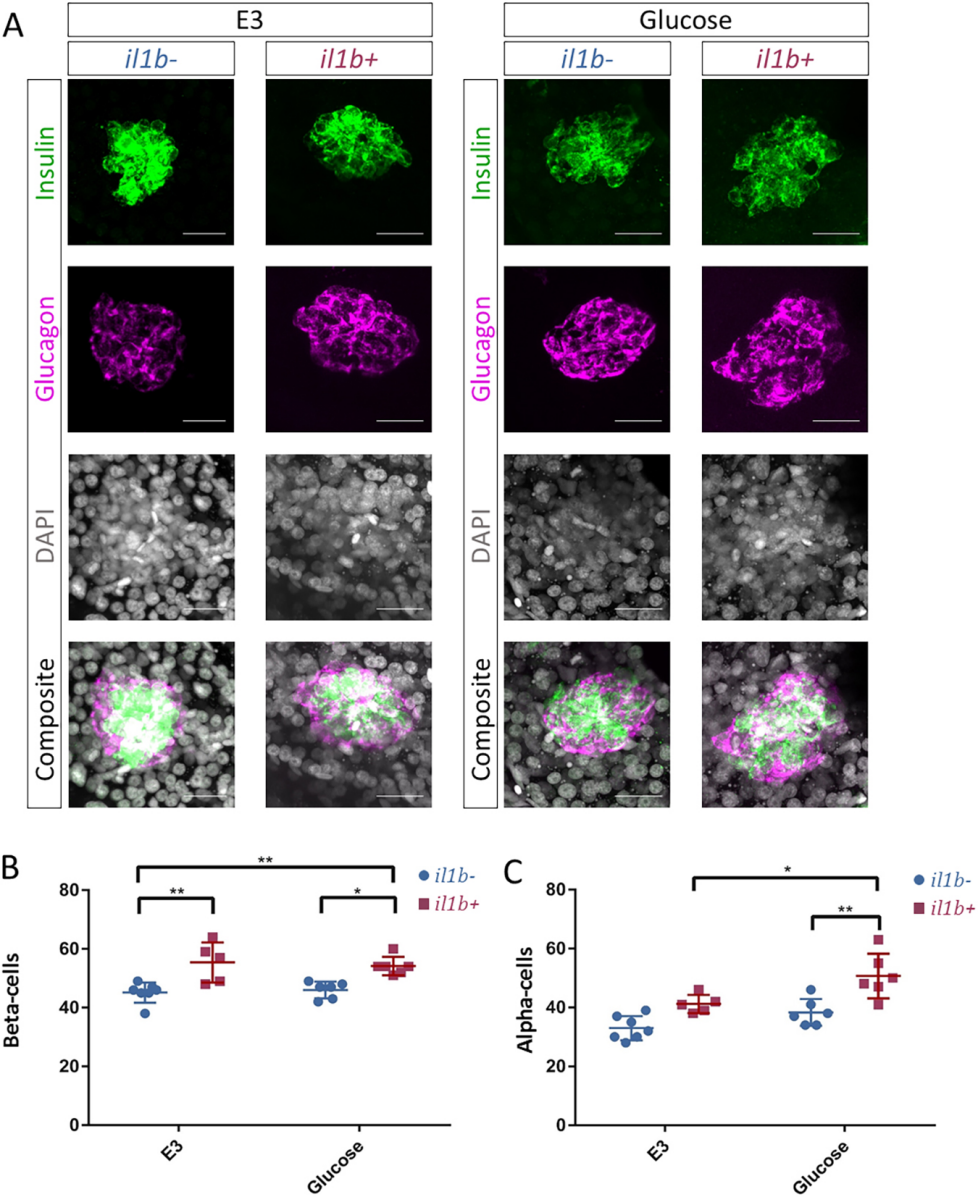
**Chronic inflammation and high-glucose exposure leads to α-cell expansion.** (A) Confocal images (maximum projections) of islets from WT and *Tg(ins:il1b)* larvae at 5 dpf following incubation in either E3 or 130 mM glucose from 3 to 5 dpf. Immunostainings against insulin (green) and glucagon (magenta) mark the β-cells and the α-cells, respectively. (B) Quantification of the number of β-cells in WT and *Tg(ins:il1b)* larvae. *Tg(ins:il1b)* larvae exhibit an increase in β-cells in both E3 and glucose. Two-way ANOVA with Sidak's multiple-comparison test; *P≤0.05, **P≤0.01. Mean±s.d. (C) Quantification of the number of α-cells in WT and *Tg(ins:il1b)* larvae. The number of α-cells did not differ significantly (*P*<0.5) between WT and *Tg(ins:il1b)* in E3. However, there were significantly more α-cells in *Tg(ins:il1b)* larvae compared to WT in the glucose-treated group. Two-way ANOVA with Sidak's multiple-comparison test; *P≤0.05, **P≤0.01. Scale bars: 20 μm.

We also studied the number of glucagon-positive cells. We found that α-cell numbers were elevated in the glucose-treated *Tg(ins:il1b)* larvae but not under basal conditions (Fig. 5A,C), suggesting that the combination of chronic inflammation and higher glucose levels can lead to α-cell expansion. Interestingly, in juvenile fish (30 dpf), at which point the animal regulates natural postprandial surges in blood sugar, *Tg(ins:il1b)* animals presented an increase in the α-cell population (Fig. S5A-D). Moreover, there was also an increase in the proportion of glucagon and insulin bi-hormonal cells in *Tg(ins:il1b)* fish (Fig. S5E), recapitulating the defects in hormonal expression suggested by our RNA-sequencing experiment.

### Wedelolactone ameliorates the hyperglycemia in *Tg(ins:il1b)* larvae

Our goal was to develop a β-cell inflammation model for drug testing. As a proof-of-principle, we investigated whether anti-inflammatory agents could help ameliorate the defect in glucose regulation in *Tg(ins:il1b)* larvae. To this end, we focused on the natural product wedelolactone, which is traditionally used in Chinese medicine to treat inflammatory conditions. Wedelolactone has also been shown to inhibit the NF-κB signalling pathway, and to act as a potent and selective inhibitor of 5-lipoxygenases (5-LOX), which converts arachidonic acid into leukotrienes (Sarveswaran et al., 2012). First, we tested whether wedelolactone exhibits anti-inflammatory properties in our model. We treated embryos with DMSO or wedelolactone from 1 to 3 dpf and counted the number of immune cells within the islet (Fig. 6A,B). Importantly, whereas DMSO-treated *Tg(ins:il1b)* animals exhibited 2±0.4 L-plastin+ cells in the islet, this number was reduced to 0.5±0.4 cells in animals treated with 30 µM of wedelolactone (Fig. 6C; Movies 7 and 8). In order to assess whether this anti-inflammatory property is associated with a downregulation of NF-κB signalling in β-cells, we quantified GFP fluorescence intensity within the islet in the *Tg(NF-kB:EGFP)* reporter line after treatment with wedelolactone. Wedelolactone treatment (1-4 dpf) reduced the fluorescent intensity of GFP compared to controls, indicating that it suppresses the activation of NF-κB in the *Tg(ins:il1b)* model (Fig. 6C,D). These results indicate that wedelolactone treatment ameliorates islet immune-cell infiltration and β-cell inflammation.

**Fig. 6.**
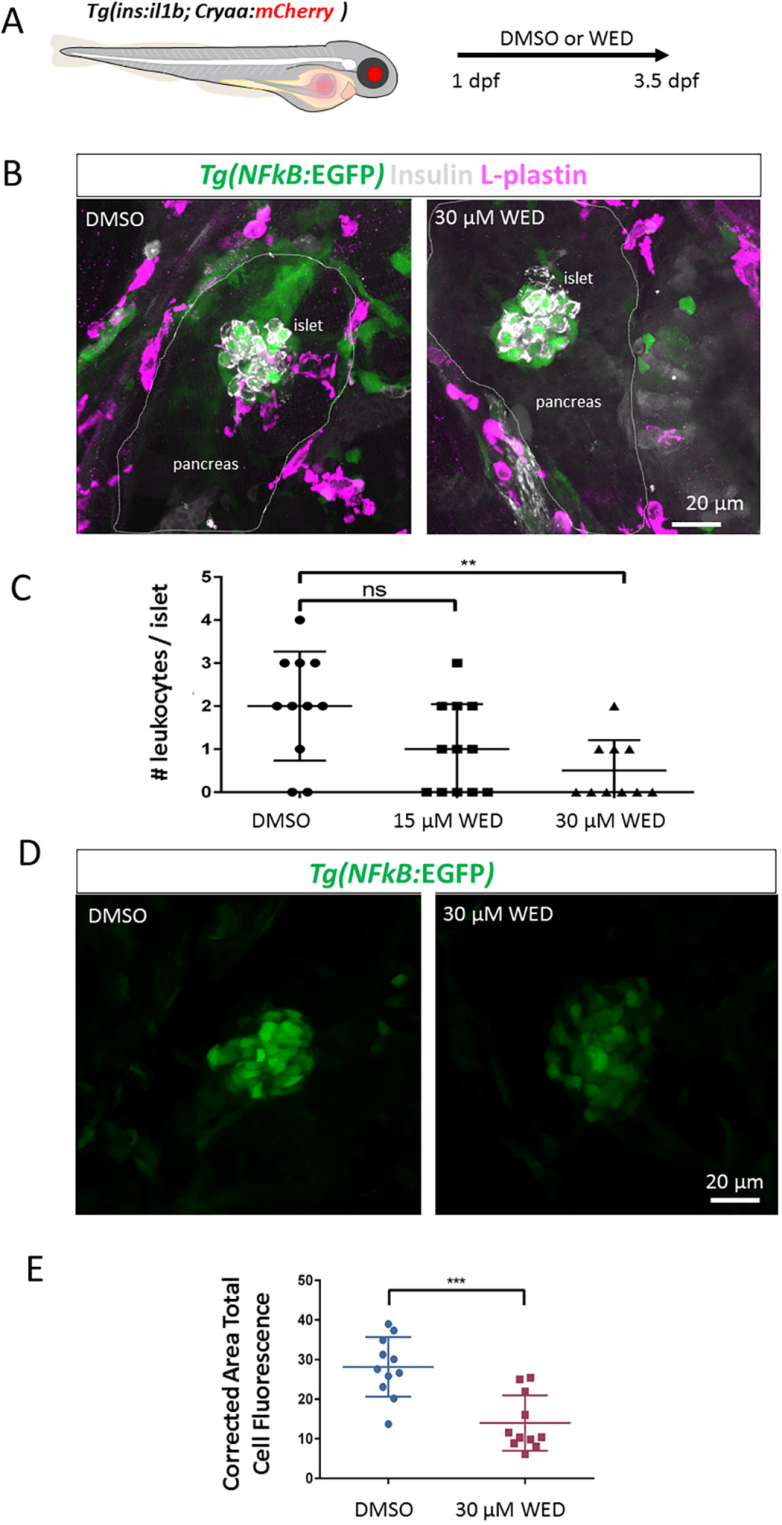
**Wedelolactone treatment ameliorates immune-cell infiltration and reduces islet NF-κB signalling activation.** (A) Schematic of the experimental approach. *Tg(ins:il1b);Tg(NF-kB:GFP)* embryos were treated with DMSO or wedelolactone (WED) from 1 to 3.5 dpf. At 3.5 dpf, the presence of L-plastin-positive leukocytes in the islet region was quantified. (B) Representative confocal images of *Tg(ins:il1b);Tg(NF-kB:GFP)* embryos treated with DMSO or 30 μM wedelolactone. Whereas the leukocytes have infiltrated the islet in DMSO controls, there is a reduction in islet-associated immune cells following wedelolactone treatment. (C) Quantification of the number of L-plastin-expressing cells in the islets of DMSO- and wedelolactone-treated larvae. One-way ANOVA with Sidak's multiple-comparison test; **P≤0.01; ns, not significant. Mean±s.d. (D) Representative confocal images of the islets of *Tg(ins:il1b);Tg(NF-kB:GFP)* embryos treated with DMSO or wedelolactone from 1 to 4 dpf. Wedelolactone-treated larvae show a visible reduction in *NF-kB:*GFP fluorescence intensity in the islet region at 4 dpf. (E) Quantification of corrected area total cell *NF-kB:*GFP fluorescence in the islet region following DMSO or wedelolactone treatment, showing a reduction in *NF-kB:*GFP fluorescence. Unpaired two-tailed *t*-test with Welch's correction, ***P≤0.05. Mean±s.d.

To examine whether wedelolactone can ameliorate the defect in glucose regulation, we repeated the glucose challenge in WT and *Tg(ins:il1b)* larvae in the presence of wedelolactone. Notably, wedelolactone treatment suppressed the ensuing hyperglycemia of *Tg(ins:il1b)* fish (Fig. 7A). Since wedelolactone can potentially inhibit the leukotriene production pathway as well, we tested a 5-LOX inhibitor, licofelone (Boileau et al., 2002), in the glucose-challenge assay. Treatment with licofelone suppressed the hyperglycemic phenotype of *Tg(ins:il1b)* larvae (Fig. S6). These data suggest that at least two pro-inflammatory pathways, NF-κB and leukotriene production, might be involved in the defective glucose regulation in *Tg(ins:il1b)* larvae.

**Fig. 7.**
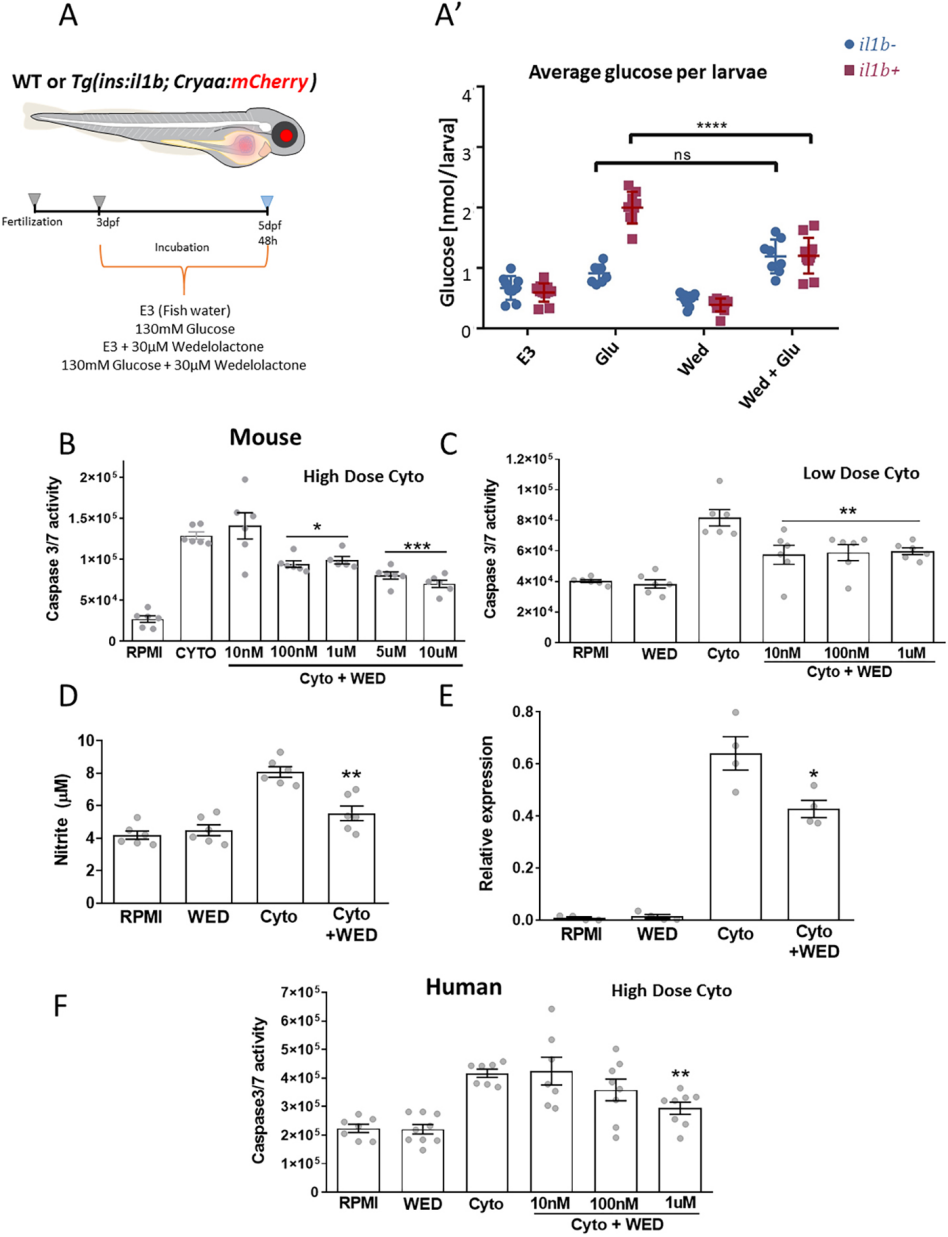
**Wedelolactone has antidiabetic properties *in vivo* and protects mouse and human islets from cytokine-mediated apoptosis.** (A) Larvae were treated with the natural product wedelolactone or DMSO during a glucose challenge. (A′) Plot showing average glucose values (nmol/larvae) following the treatment at 5 dpf. The *Tg(ins:il1b)* fish showed similar values as WT in normal fish water (E3). Upon glucose challenge, the *Tg(ins:il1b)* fish showed hyperglycemia. Wedelolactone treatment ameliorates the hyperglycemia in the *Tg(ins:il1b)* larvae following the glucose challenge. In all cases, 1% DMSO was used as a vehicle control. Two-way ANOVA with Sidak's multiple-comparison test; ****P≤0.0001; ns, not significant. Each data point represents a pool of ten larvae, mean±s.d. (B,C) Anti-apoptotic properties of wedelolactone in mouse islets upon exposure to high-dose (B) or low-dose (C) cytokine cocktails. (D) Wedelolactone decreased nitrite production following cytokine treatment of mouse islets. (E) Wedelolactone decreased iNOS expression in cytokine-treated mouse islets, as determined using the Greiss assay. (F) Anti-apoptotic properties of wedelolactone in human islets. In B-F, one-way ANOVA and Bonferroni's multiple-comparisons test. Data are presented as mean±s.e.m., *n*=6 biological replicates per treatment group. *P≤0.05, **P≤0.01, ***P≤0.005.

### Wedelolactone protects mouse and human islets from cytokine-induced cell death

To test the predictive power of our zebrafish model to identify small molecules that could be used to treat diabetes, we determined the ability of wedelolactone to protect mouse and human β-cells from inflammation. To do this, we performed cytokine protection assays using cultured islets. To induce islet inflammation, a cocktail of recombinant inflammatory cytokines (TNF-α, 1000 U ml^−1^; IFN-γ, 1000 U ml^−1^; and IL-1β, 50 U ml^−1^) was applied to mouse islets in the presence of wedelolactone for 48 h. At the end of the experiment, we performed an assay that quantifies the levels of active caspase3/7, as a measure of islet-cell damage. Cytokine stimulation strongly enhanced the basal levels of caspase3/7 activity compared to controls (Fig. 7B). Importantly, wedelolactone treatment dose-dependently reduced caspase3/7 activity in this assay, indicating that it promotes β-cell survival (Fig. 7B). Similar protective results were observed under lower concentrations of the cytokines (Fig. 7C) and when wedelolactone was added to the cultured islets following exposure to cytokines (Fig. S7). The nitrite production pathway can be used as a surrogate marker of NF-κB activation. Wedelolactone treatment reduced nitrite levels in the supernatant, which were increased upon cytokine treatment (Fig. 7D). Since nitrite is produced via inducible nitric oxide synthase (iNOS), we also measured the relative expression levels of iNOS in islets treated with low doses of cytokines. Cytokine treatment increased iNOS expression, which was inhibited by wedelolactone (Fig. 7E). Finally, we assessed whether wedelolactone could also protect human islets from cytokines. Wedelolactone treatment strikingly reduced caspase3/7 activity in human islets exposed to the cytokine cocktail, indicating that its protective capacity is conserved in human cells (Fig. 7F). Altogether, wedelolactone prevents mouse and human β-cell death under inflammatory conditions and validates our zebrafish model for the identification of β-cell protective agents with translatable potential.

## DISCUSSION

Our study presents a new model of cytokine-driven β-cell dysfunction in zebrafish that is different from previous models, in which β-cells have been directly killed using cytotoxic means (Curado et al., 2008; Ninov et al., 2013; Pisharath et al., 2007). Such models are useful for understanding β-cell regeneration but cannot be used to study β-cell protection. This new model combined with our toolkit, which includes models allowing endogenous β-cell function to be monitored and the recruitment of innate immune cells to the islet to be evaluated, provides a powerful preclinical setting for evaluating the effects of candidate small molecules in β-cell protection. Furthermore, given the robust hyperglycemic phenotype, our model could be used to perform a screen for small molecules that improve glucose regulation, as a proxy for identifying agents that improve β-cell function during chronic inflammation. However, an important limitation of our model is the strong expression of *il1b* directly in the β-cells. Thus, there is a need for further refinement of the models of β-cell inflammation in zebrafish to establish a more physiological means to drive β-cell dysfunction.

Although much effort has been invested in strategies for β-cell regeneration via increasing proliferation or promoting *de novo* β-cell formation from other cells, fewer studies have explored the potential of β-cell protection. Pharmacological agents that reduce functional stress in β-cells, such as PPARγ agonists, GSK3β inhibitors and NMDA receptor antagonists, have been shown to protect human β-cells (Dalle et al., 2013; Gupta et al., 2010; Mussmann et al., 2007; Shimoda et al., 2011). Recently, the inhibition of a family of epigenetic modifiers, the Bromodomain and extra-terminal domain (BET), by the small molecule I-BET151 suppressed development of diabetes in the non-obese diabetic (NOD) mouse model (Fu et al., 2014) by promoting β-cell protection and regeneration. Moreover, an *in vitro* screen for drugs that inhibit β-cell dedifferentiation identified an Alk5 inhibitor as a potent small molecule capable of blocking the loss of β-cell identity (Blum et al., 2014). An important challenge will be translating small molecules with β-cell-protective properties to the clinic.

Translation could be facilitated through the repurposing of already clinically approved molecules for other diseases, as well as by the identification of natural products with therapeutic properties. In this regard, our study shows that wedelolactone, a natural plant product that is used in folk medicine to treat inflammatory conditions, exhibits anti-diabetic properties *in vivo* and produces β-cell protection in human islets. It will be important to conduct further tests in mouse models of diabetes to explore its efficacy before considering its translatability. In addition, it will be important to determine whether wedelolactone can arrest or reverse the loss of β-cell function in human β-cells.

The sequence of events that underlie β-cell loss in diabetes remains a subject of ongoing investigation. Formerly, it was assumed that β-cells succumb to chronic stress and undergo cell death. However, recent studies have challenged this concept, proposing that, under stressful conditions, β-cells can dedifferentiate, i.e. remain alive but no longer perform β-cell functions (Talchai et al., 2012). During the process of dedifferentiation, β-cells lose their own identity and instead express markers of other endocrine cells, such as α-cells. A recent paper also described the presence of β-cells with a silenced insulin promoter in long-standing T1DM patients (Kindt et al., 2017). Furthermore, cytokines were also shown to mediate human β-cell dedifferentiation *in vitro* (Nordmann et al., 2017). Our model of *in vivo* β-cell inflammation corroborates the idea that β-cell stress is associated with reduced functionality and perturbed β-cell identity. An important goal for the future will be to define the molecular mechanisms that allow β-cells to switch off their identity. Since the downregulation of β-cell identity might represent a natural defence mechanism used by β-cells to withstand conditions of metabolic stress and inflammation, it will be important to understand how to control this process if disease regression is to be achieved. In this regard, our *in vivo* GCaMP6s imaging suggests that the silencing of β-cell function can occur at the level of the inability of β-cells to mount a calcium response to glucose stimulation. Consistently, by transcriptomic analysis, we found that *kcnj11*, which encodes the components of the K-ATP channel, as well as the calcium channel genes *cacna1ha* and *cacng5a*, were downregulated in the *il1b*-expressing β-cells.

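The calcium channel subunit gene cacng5a, on chromosome 6 from 19334829 to 19395601 of GRCz10, was at 294 ± 25.7 normalised counts in WT and 98.8 ± 47.5 in Tg(ins:il1b) (SD, n = 2). Its log2 fold change was -1.65 (standard error 0.44, adjusted p = 0.16) from limma, and DESeq2 on the whole reads gave an adjusted p of 0.0326. Of the genes kcnj11, cacna1ha and cacng5a, only kcnj11 fell in limma, and all 3 fell in DESeq2. In DESeq2 fits without single libraries, chosen after the data were seen, cacna1ha lost its call without WT replicate 2 (log2 fold change -1.61). In these fits cacng5a kept its call only without Tg(ins:il1b) replicate 1 (-2.17), with -1.15 to -1.67 in the others.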

A notable feature of our model is the ability to conduct non-invasive imaging of the interactions between β-cells and immune cells. From the analysis of fixed samples, we obtained only a snapshot of these interactions, showing increased numbers of immune cells within the islet region. Importantly, the live-imaging aspect of our study was crucial in revealing the dynamic nature of these interactions. In fact, we found that the picture is far from static, with individual macrophages travelling in and out of the inflamed islet, while also showing significantly increased retention times. In the future, it will be informative to use our zebrafish model to study additional aspects of the crosstalk between β-cells and immune cells both under physiological conditions and during inflammation. In addition, our transcriptomic data generated from inflamed β-cells can be studied at the functional level to identify novel chemokines that orchestrate the dynamic interactions between immune cells and β-cells. Importantly, we show that the innate immune-cell infiltration in our model can be ameliorated using pharmacological means, suggesting that there is an active and tightly controlled dialogue between the immune cells and the β-cells during inflammation.

## MATERIALS AND METHODS

### Zebrafish husbandry

Zebrafish WT AB, WIK and TL were used in all the experiments. Zebrafish were raised in standard conditions at 28°C. Published transgenic lines used in this study were: *Tg(ins:GCaMP6s;cryaa:mCherry)* (Singh et al., 2017), *Tg(mpeg1:GAL4)* (Ellett et al., 2011), *Tg(UAS-Kaede)* (Davison et al., 2007), *Tg(ins:FUCCI-G1;cryaa:GFP)* (Ninov et al., 2013), *Tg(NF-kB:GFP)* (Kanther et al., 2011), *Tg(ins:nlsRenilla-mKO2)* (Singh et al., 2017), *TgBAC(tnfa:GFP)* (Marjoram et al., 2015) and *Tg(UAS:mCherry-NTR)* (Zhao et al., 2009). All experiments were carried out in strict compliance with European Union and German laws (Tierschutzgesetz), and with the approval of the TU Dresden and the Landesdirektion Sachsen (approval number: AZ 24D-9168, TV38/2015, A12/2016, A13/2016, TVV50/2017, TVV 45/2018 and all corresponding amendments). All live-imaging, glucose- and drug-treatment analyses were performed in larvae that did not exceed 5 dpf.

### Construction of *Tg(ins:il1b;cryaa:RFP)*

For the construction of *ins:il1b;cryaa:mCherry*, we used PCR amplification to remove the codons corresponding to amino acids 1-104 of the full-length *il1b* cDNA. A new ATG was inserted upstream of the coding region of the mature form of *il1b* and a FLAG tag was placed before the stop codon (C-terminus). During PCR, flanking 5′ *Eco*RI and 3′ *Pac*I sites were also introduced. A previously established plasmid backbone containing *ins:mAG-zGeminin;cryaa:mCherry* (Ninov et al., 2013) was digested with *Eco*RI/*Pac*I and the coding region of the truncated *il1b* gene was ligated using the *Eco*RI/*Pac*I sites. The entire construct was flanked with I-*Sce*I sites to facilitate transgenesis. Several founders were screened and one founder with Mendelian segregation was selected. This line was used in all further experiments.

### Glucose incubations

For the glucose challenge, larvae were incubated from 3 to 5 dpf in embryonic fish water (E3), 130 mM glucose or 130 mM mannitol. The larvae were kept at a density of 30 larvae per Petri dish in 50 ml volume of each solution. Following incubation, the larvae were rinsed with E3 and transferred in a new Petri dish containing fresh E3. After 5 min, ten larvae were collected in a 1.5 ml microcentrifuge tube, the E3 was removed and the fish were frozen in liquid nitrogen. The frozen fish were stored at −80°C until glucose measurement. The glucose-tolerance test was performed as previously described (Matsuda et al., 2017).

### Drug treatments in zebrafish

The following solutions were used: embryonic water (E3), 130 mM glucose, 30 µM wedelolactone, 30 µM wedelolactone+130 mM glucose. In all treatment groups, the solutions contained 1% DMSO. The larvae were incubated in a final volume of 50 ml with fish density of 30 larvae per dish. Compounds used were licofelone (5 μM) (Cayman no. 10007692; CAS no. 156897-06-2) and wedelolactone (15-30 μM) (Enzo BML-EI316-0001).

### Glucose measurements

The glucose levels in larvae were determined using the BioVision glucose assay kit. The larvae were stored at −80°C. Following thawing on ice, 250 µl of PBS were added. The larvae were then sonicated with an ultrasonic homogenizer (Bandelin SONOPLUS). The solutions were centrifuged at 13,000 ***g*** to pellet any insoluble residues. The glucose concentration was measured and calculated following the manufacturer's instructions (BioVision).

### Immunostaining and imaging

Larvae fixed in 4% PFA were permeabilized in 1% PBT (Triton X-100) and blocked for 2 h in 4% PBTB (BSA). Primary and secondary antibody stainings were performed overnight at 4°C. Primary antibodies were anti-insulin (guinea pig from DAKO, 1:200), anti-glucagon (mouse from Sigma, 1:500) and anti-L-plastin (rabbit, Biozol LS-C210139-250, 1:1000). A chicken polyclonal anti-GFP antibody (Abcam, ab13970) was used at 1:500 to detect *Tg*(*tnfa:GFP)* expression. Secondary antibodies were Alexa-Fluor-405 and Alexa-Fluor-488 anti-guinea pig (1:200); Alexa-Fluor-568 anti-rabbit (1:200); Alexa-Fluor-647 anti-mouse (1:200); and Alexa-Fluor-488 anti-chicken (1:200). Samples were mounted in Vectashield. Images were acquired using *z*-stacks on an LSM-780 Zeiss confocal microscope. For image analysis, the number of insulin- or glucagon-positive cells was counted using ImageJ. PowerPoint was used for adding arrows and labels to the images.

### Live imaging

Embryos were treated with 0.003% (200 µM) 1-phenyl 2-thiourea (PTU) to inhibit pigmentation from 24 hpf onwards. At 4.5 dpf, the larvae were anaesthetized using 0.4 g/l tricaine. The larvae were mounted in glass-bottom microwell dishes (MatTek corporation) using 1% low-melting agarose containing 0.4 g/l tricaine. After the agarose was solidified, the dishes were filled with embryonic fish water and 0.4 g/l tricaine.

### Live imaging and quantification of islets and macrophages

Live imaging of β-cells and macrophages was performed using the transgenic lines *Tg(ins:il1b);Tg(ins:mCherry-cdt1)* and *Tg(mpeg1:GAL4);Tg(UAS:Kaede)*, respectively. The larvae were mounted as described in ‘Live imaging’. Imaging was performed using an upright confocal microscope (ZEISS LSM 780) with an Achroplan 40×/N.A. 0.8 dipping lens. We acquired images of β-cells and macrophages simultaneously using the 488 nm and 561 nm laser lines. The videos were recorded every 5 min, for 10 h, with a *z*-step of 2 µm, covering 60 µm in total, and a resolution of 512×512 pixels. To quantify the duration that macrophages spent in the islet, we defined a region of interest (ROI) around the β-cells. We used the plugin ManualTracking in Fiji to track individual macrophages that entered the ROI. We further identified each macrophage in the confocal stack to make sure that the macrophage is in the plane of the islet. Finally, the time spent in the ROI was quantified.

### Live imaging of glucose-stimulated calcium influx in β-cells

Live imaging was performed in an inverted laser-scanning confocal system ZEISS LSM 780 inverted with a C-Apochromat 40×/N.A. 1.2 water correction lens using *Tg(ins:GCaMP6s);Tg(ins:FUCCI-G1)* larvae. We acquired the GCaMP6s and mCherry signals simultaneously using the 488 nm and 561 nm laser lines. The GCaMP6s signal was rendered in green and the nuclear signal in red. The videos were recorded every 15 s, with a *z*-thickness of 1.2 µm and a resolution of 512×512 pixels. Laser power was maintained as low as possible (<1.5%) to decrease phototoxicity.

The intra-cardiac glucose injection was performed as follows: a glass injection needle was made by pulling 3.5″ capillars (Drummond #3-000-203-G/X) with a micropipette puller (Sutter puller P-1000). The tip was cut and a volume of 5 nl was calibrated under a microscope. For injection, a pneumatic pico-pump was used (FemtoJet) with an injecting pressure of 500 hPa, and a compensation pressure of 0 hPa, delivered in a 1 s injection. The needle was carefully inserted into the heart in the agarose-mounted larva, with a micromanipulator (InjectMan N2). We injected 5 nl of 12.5 mM glucose solution in PBS. The injection of PBS alone did not elicit any response (*n*=3 islets).

For the quantification of the strength of response, we applied a maximum intensity projection to the confocal stacks. Using ImageJ, we delimited the area of the islet using the plugin ‘ROI manager'. In each frame, the GCaMP6s signal was extracted from the green channel as integrated fluorescence intensity. We divided the integrated intensity by the area of the ROI to estimate the fluorescent intensity (FI). The normalized FI values for the whole imaging time were obtained using the minimum and maximum values from the FI recorder during the imaging session using the following formula:

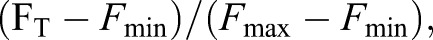
where F_T_ is the integrated fluorescence intensity at a given time; and *F*_max_ and *F*_min_ are the maximum and minimum values recorded during the live-imaging session, respectively.

For estimating the strength of the response, we calculated the fold change from the normalized FI before and after the glucose stimulation. For this, the FI was averaged from ten frames before the glucose stimulation, and ten frames after the glucose stimulation.

### Quantification of GFP-fluorescence intensity

To quantify *NF-kB*:GFP reporter expression, the larvae were fixed in 4% PFA and mounted in Vectashield. The skin covering the islet was removed using microdissection. Confocal stacks were acquired on a Zeiss LSM780. Maximum intensity projections were generated using the ImageJ software. The FI within an ROI was calculated as follows: by drawing the ROI around the boundaries of the islet, the integrated density was extracted. To calculate the mean fluorescence of the background, three ROIs in areas outside the islet were used to extract the mean grey value. Then the corrected total cell fluorescence (CTCF) was calculated: CTCF=Integrated density−(Area of selected islet×Mean fluorescence of background readings). To normalize across images, we divided the CTCF by the area of the islet.

### FACS of β-cells and gene expression analysis using mRNA sequencing

β-cells were isolated and sorted using FACS-Aria II (BD Biosciences). Briefly, the primary islet from *Tg(ins:il1b)* and *WT Tg(ins:nlsRenilla-mKO2)* fish at 3 mpf were manually dissected in ice-cold PBS. The islets were rinsed in PBS and then dissociated into single cells by digestion with TrypLE (ThermoFisher, 12563029), 0.1% Pluronic F-68 (ThermoFisher, 24040032) at 37°C, with shaking at 350 rpm for 50 min. After the dissociation, the digestion solution was neutralized with 10% FBS. The cells were then centrifuged for 10 min at 4°C at 500 ***g***. The supernatant was removed without disturbing the pellet. Cells were re-suspended carefully in 500 µl of HBSS (without Ca, Mg)+0.1% Pluronic F-68. To remove any undigested tissues, the cell solution was passed through a 30 µm cell filter (Miltenyi Biotec, 130-041-407). The total RNA was isolated using a Quick-RNA MicroPrep kit (R1050 Zymo Research), following the manufacturer's instructions. The sequencing was done on Illumina HiSeq2500 in 2×75 bp paired-end mode. The reads were mapped and aligned to the zebrafish genome GRCz10, using GSNAP from Ensembl gene annotation, version 87.

### Mouse and human islet experiments

Male mice were housed under temperature controlled (22±2°C) and 12 h light:12 h dark cycle conditions with *ad libitum* access to drinking water and standard rodent chow. Animal experiments were carried out in accordance with the British Home Office Animals Scientific Procedures Act 1986.

#### Islet isolation

Mouse islets were isolated from male CD1 mice aged 8-12 weeks (Charles River Laboratories, Margate, UK) by collagenase digestion (1 mg/ml; type XI; Sigma-Aldrich, Poole, UK) and separated on a histopaque gradient (Histopaque 1077; Sigma-Aldrich) (Franklin et al., 2018). Human islets were obtained from the pancreata of non-diabetic heart-beating donors with appropriate ethical approval (Huang et al., 2004). All islets were incubated overnight at 37°C (5% CO_2_) prior to experiments.

#### Islet apoptosis

Islets were cultured for 48 h with vehicle or wedelolactone at varying concentrations. During the last 20 h of culture, islets were exposed to either a high-dose cytokine cocktail (IL-1β, 0.2 ng/ml, TNF-α, 100 ng/ml, IFN-γ, 100 ng/ml) or a low-dose cocktail (IL-1β, 1 ng/ml; TNF-α, 5 ng/ml, IFN-γ, 5 ng/ml). Caspase3/7 activity was measured using the CaspaseGlo 3/7 kit as a measure of apoptosis (Promega, Southampton, UK) (Franklin et al., 2018). We measured iNOS expression and nitrite production as surrogate downstream markers of NF-κB activity. Islets were exposed to the low-dose paradigm. Total RNA was extracted from approximately 200 islets using an RNAeasy kit (Qiagen, Sussex, UK). Reverse transcription was performed using the High-capacity cDNA Reverse Transcription kit (Applied Biosystems, UK). Quantitative PCR amplification for iNOS expression was performed as previously described (Amisten et al., 2013). Nitrite production in the culture media was measured using the Measure-iT High Sensitivity Nitrite Assay Kit (Molecular Probes). Results shown are representative of data from three independent studies.

### Bioinformatics analysis

The differentially expressed genes were submitted to the PANTHER database (http://www.pantherdb.org/) and Gene Ontology (GO) analysis was performed. The 100 most upregulated or downregulated genes were used for the analysis. The terms GO-slim biological process was chosen. GO terms with a *P*-value less than 0.05 were further considered for analysis.

### Gene expression data

The mRNA sequencing data from this study are uploaded on Gene Expression Omnibus (GEO) under accession GSE123036.

### Statistical analysis

No statistical methods were used to predetermine sample size. The experiments were not blinded. Graphs were plotted using R. Statistical analysis was performed using Microsoft Excel and GraphPad. Values were compared using unpaired Student's *t*-test or ANOVA as indicated for each experiment. *P*-values <0.05 were considered statistically significant. Data are expressed as mean±s.d. unless otherwise specified.

## Supplementary Material

Supplementary information

How the deposited data were processed for this re-analysis (not part of the article)

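The mRNA of FACS-sorted β-cells of 3-month-old zebrafish was measured in 2 WT libraries and 2 Tg(ins:il1b) libraries. The authors mapped the reads with GSNAP to GRCz10, as the submitters' processing notes and the methods name them, with Ensembl annotation version 87. The versions of GSNAP, the read counter, the strand setting and the tool behind the normalisation are not given in the sources used here, so reads of a gene and of an antisense gene cannot be told apart. The authors deposited a signal per gene that they call normalised counts, in which the count of each library is divided by a factor of that library and rounded to 1 decimal. The table holds 22044 genes, of which 20277 are protein-coding, and the lowest sum over the 4 libraries is 10.1.

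The step that 1 read is worth was recovered from the low values of each library. Of the values above 0, 99.99% in the WT libraries, 99.995% in Tg(ins:il1b) replicate 1 and 100% in Tg(ins:il1b) replicate 2 lay within 0.1 of a whole number of reads. In Tg(ins:il1b) replicate 1 the step lies so near 1 that it shows only over higher values. Size factors computed by DESeq2 from the whole reads differed from the recovered ones by at most 4.02e-06%. The whole reads summed to 35073715 and 35637508 in WT and 28524617 and 28702122 in Tg(ins:il1b). Replicates were not duplicates of each other, since the chi-square per degree of freedom of their reads over genes was 164 for WT and 154 for Tg(ins:il1b). The correlation of log2 values was 0.944 between the WT libraries, 0.923 between the Tg(ins:il1b) libraries and at most 0.900 between genotypes.

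Genes with at least 10 normalised counts in at least 2 libraries entered the main test, which left 18504. The test was limma 3.58.1 in R 4.3.3 on log2(value + 1), with the variance trend and 2 residual degrees of freedom, and p-values were adjusted by Benjamini-Hochberg with a threshold of 0.05. Fold changes are on the log2(value + 1) scale, which understates the change of low genes. For a gene at 0 in both WT libraries, the lower bound of the fold was computed from the mean of the Tg(ins:il1b) libraries against 3 reads per WT library. DESeq2 1.42.0 and edgeR 4.0.16 (quasi-likelihood) were run on the whole reads, and the 3 tests called 1245, 236 and, for limma, 302 genes. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15, with pandas 2.3.3 and numpy 2.4.6.

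The tests were tried on simulated counts, drawn once, with 50 genes at each of 4 sizes of change and all other genes unchanged. Each gene took the spread that edgeR fitted to genes of like abundance, with none of its own. Of the genes changed by 1, 2, 3 and 4 on the log2 scale, limma recovered 6, 46, 74 and 88%, edgeR 6, 46, 72 and 92% and DESeq2 8, 64, 76 and 94%. Among 18504 simulated genes, limma called 0 unchanged genes, edgeR 1 and DESeq2 17, which were 12.3% of the DESeq2 calls. A change of 1 on the log2 scale was therefore seldom called in this simulation. Recovery and the share of false calls depend on how many genes change, so both may differ in the data.

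Before the data were examined, 29 gene lists and the genes to be named were fixed. Named genes were every gene named in the study's results or drawn in its Fig. 3, the 12 called genes with the largest rise and the 12 with the largest fall among those with a mean of at least 100, and up to 4 called members of each list, or where fewer than 2 were called, up to 2 more with the highest mean. This gave 113 tested genes, of which limma called 64. List symbols were matched to the symbols in the table and then to current symbols of the Ensembl IDs, and of the 40 symbols of the list of genes named by the study, 39 matched 38 genes, of which 37 were tested. That list was chosen by the study on these samples and is not independent evidence. Of its genes, 16 rose and 7 fell, with 22 and 15 when adjusted over the list alone. Other lists hold some of the same genes, so their counts and tests are not wholly independent of the study's choice. The NF-κB list holds traf3, nfkbie, nfkbiaa and tnip2, and the hormone processing list sytl4, pcsk2 and slc18a2. The α-cell list holds gcga, gcgb, arxa, mafba and fev. A symbol carried by more than 1 ID, as 319 were, was taken from the ID with the highest mean. Lists were tested with camera at a preset inter-gene correlation of 0.01, where 13 of 29 passed the threshold, and with an estimated correlation, where 0 passed. The estimated form tests on the 2 residual degrees of freedom, which leave it little room to pass after adjustment over 29 lists. The ER stress list lost its call at an estimated correlation of 0.0093, under the preset 0.01. Such losses therefore do not tell whether correlation between genes explains a set result. For other lists the estimate lay above the preset 0.01. It was 0.0186 for NF-κB, 0.111 for cytokine, 0.256 for JNK, 0.310 for interferon and 0.643 for proliferation genes. It was 0.257 for macrophage and pan-leukocyte markers. Where the estimate is above 0.01, the p-value of the preset form may be too small. Members of each list among the 100 called genes with the largest rise and the 98 that fell were counted and tested with a one-sided Fisher's exact test over 56 tests. PANTHER was not run.

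The alternatives set at the same time were pseudocounts of 0.5 and 8, no filter and a filter of 50, quantile and upper quartile scaling, limma without the trend and with robust estimation, edgeR, DESeq2, a replicate block, and each library left out in turn. DESeq2 without each library and the 100 genes with the largest change in DESeq2 were added after the data were seen. The gene dlk1 was not analysed here.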

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

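The tests of explanations in this part, the lower bounds and the interval were chosen after the result was seen, while the fits by limma, edgeR and DESeq2 and single libraries left out in limma were set earlier. The 11 genes below are those among the 12 with the largest called rise that the paper does not name, and each lies above its level in the WT libraries. The ghrelin gene ghrl had a log2 fold change of 10.71 (9.18 to 12.24 without single libraries), with 11636 and 97001 normalised counts in Tg(ins:il1b). The gene OLFML2A (1 of many), an olfactomedin-like match, had 10.31 from limma, 11.59 from edgeR and 11.92 from DESeq2. It had 0 and 1 reads in WT, so its fitted value depends on the pseudocount, and the ratio of its normalised reads was 3903 (exact 95% interval 700.1 to 154222, counting error only). The gene pvalb9, with 2 and 3 reads in WT, had 7.77 (8.21 from edgeR and 8.27 from DESeq2), from 2.35 ± 0.778 to 726 ± 149 normalised counts (SD, n = 2). The other 8 genes had 0 reads in both WT libraries, so their fitted changes also depend on the pseudocount. A floor of 3 reads per WT library gives a lower bound for the mean of the Tg(ins:il1b) libraries, not for each of them. The Notch target genes her4.2 and her4.1 had fitted values of 9.11 and 8.60 and were at least 205-fold and 165-fold higher, but these neighbouring near-identical genes may share reads, so their separate values are uncertain. The remaining fitted values were 9.09 for si:ch211-203c7.2 (at least 196-fold), 8.45 for dkk3a (at least 124-fold), 8.42 for soul2 (at least 122-fold), 8.34 for foxq1a (at least 132-fold), 8.10 for bhlhe22 (at least 98.5-fold) and 7.81 for anxa6 (at least 84.5-fold).

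The 11 NF-κB genes called rose by 1.38 to 5.34 on the log2 scale. RNA of leukocytes, which the FACS sort of β-cells was meant to remove, stays open, since from Tg(ins:il1b) replicate 1 to 2 the 52 leukocyte markers had a median log2 ratio of 1.12 (quartiles 0.25 and 2.25) and the NF-κB genes 0.21 (0.0047 and 0.49), a difference of 0.906 with overlapping quartile ranges. The most abundant of these markers in WT, grna, had 30313 and 22031 normalised counts in WT and 22251 and 17480.5 in Tg(ins:il1b), and cd74a had 2264 and 10770.5 against 13411 and 37922. The comparison of log2 ratios was the last of 3, and in the earlier ones the NF-κB genes gained 21 and 5.26 times the normalised counts of the 34 markers under 50 in WT, against a limit of 5 set with these values in view, but only 1.28 and 0.286 times those of all 52, so they rest on the choice of markers and are not used. A response of β-cells to il1b, which the design names, also stays open. By imaging, the paper reports a higher NF-κB reporter signal in the islets of Tg(ins:il1b) larvae.

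Hormone genes of other islet cells had higher means in Tg(ins:il1b), of which gcga and ghrl rose in limma, and a change of hormone expression in β-cells stays open. Cells from outside the islet in place of β-cells would raise their own markers. The gene gcga exceeded the highest median of 9 lists of such cell types by 3.54 on the log2 scale (standard error of gcga 0.58). It exceeded the 4 lists taken at the start by 5.19, and the other endocrine markers, which those 9 leave out, by 1.79. The other endocrine markers (median 3.56, lower quartile 1.77) lay apart from the acinar markers (median 0.16, upper quartile 0.50). Their lower quartile did not clear the upper quartiles of the duct (1.92), neutrophil (2.09) and macrophage and pan-leukocyte markers (2.30). The same held for the lymphocyte (2.65) and erythrocyte markers (2.08). The study named gcga, a gene of α-cells, for its rise in these samples. Setting it against those lists therefore cannot decide whether cells from outside the islet were added. A lower share of β-cells through other islet cells stays open, since the 9 lists leave these out. The share of ins reads, 18.5% and 24.5% in WT and 11.7% and 9.56% in Tg(ins:il1b), also leaves it open. More α-cells in the sorted fraction cannot be told apart here from glucagon expression in β-cells, since from Tg(ins:il1b) replicate 1 to 2 the log2 ratio was 1.65 for gcga and 1.57 for arxa but -0.43 for gcgb, a difference of 2.08 between the glucagon genes. By imaging of juvenile Tg(ins:il1b) fish, the paper reports both more α-cells and a higher proportion of cells with glucagon and insulin. In Tg(ins:il1b) replicate 2, sst1.1, sst1.2, sst2 and hhex were each at least 3.55 above the highest other library on the log2 scale, in line with δ-cells in that library as a candidate source, with 1076219.5 normalised counts of sst1.1, 52989.7 of sst1.2, 11911 of sst2 and 512 of hhex, although the sort was meant to remove both cell types.

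Many cell-cycle genes were low in Tg(ins:il1b) replicate 2, where 34 of 42 had their lowest value, and no biological explanation was tested, since the design names none for 1 library. Too few molecules in that library is argued against by its 489 genes at 0, the fewest of the 4 libraries, although RNA of added cell types would also lower that count. Dilution of β-cells by cells from outside the islet is argued against by a median log2 ratio of 0.16 between the Tg(ins:il1b) libraries for β-cell identity genes (lower quartile -0.11), against -1.92 for cell-cycle genes. That comparison replaced an earlier one, the difference of the medians, which at -2.08 only just passed a limit of -2 set for it. Dilution by other islet cells cannot be judged so, since genes of that list such as neurod1, isl1 and pax6b are not confined to β-cells. Whether the other 3 libraries held cycling cells of another type cannot be told apart from cycling β-cells, since cell-cycle genes varied by a median of 1.65 times over those libraries, against 11.2 for other endocrine markers.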

How the results depend on the processing

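DESeq2 without each library and the DESeq2 list of 100 genes were run only after the data had been seen. The 302 genes called by limma were 253 to 378 over other pseudocounts, filters and scalings, 352 with robust estimation, 437 with a replicate block and 236 with edgeR. They were 13 without the variance trend (13 beyond 1.5 on the log2 scale) and 1245 with DESeq2 (931 beyond 1.5). Among the lists, 2 members were called without the trend, 169 with DESeq2 and 76 with the replicate block. By list, the counts that moved by over 1.5 times were 0 α-cell, 1 calcium, 0 adhesion, 0 cytokine, 0 glucose sensing, 0 hormone processing, 0 JNK and 0 NF-κB genes without the trend, 4 α-cell, 3 amino acid, 4 β-cell identity, 10 calcium, 21 adhesion, 8 cytokine, 8 glucose sensing, 9 hormone processing and 6 JNK genes with DESeq2, 1 cytokine, 1 glucose sensing and 0 JNK genes with edgeR, 2 amino acid, 1 β-cell identity, 10 adhesion, 5 cytokine, 5 glucose sensing and 3 JNK genes with the block, 1 amino acid, 1 β-cell identity and 2 JNK genes with robust estimation, 1 amino acid and 3 JNK genes with a pseudocount of 8, 1 amino acid and 3 JNK genes with no filter, 3 JNK genes with a filter of 50, 3 JNK genes with quantile normalisation and 1 amino acid and 3 JNK genes with upper quartile scaling. The libraries share only replicate numbers, whose deviations from the group means had a correlation of 0.03, so the block is not a paired analysis. With 1 library left out, the lone library is assumed to vary like the other genotype, and limma called 0 to 1 genes (1644 to 2874 at an unadjusted p under 0.05) and DESeq2 658 to 1224 (629 to 1030 beyond 1.5, and 0 to 1 by limma). All 302 genes kept their sign in limma without any one library. The genotypes did not overlap for any of the 302, so leaving 1 library out could not change the sign. This also covers the 64 called named genes below. Over both tests the list members called ranged from 0 to 187, with 0 to 5 α-cell, 0 to 5 amino acid, 0 to 4 β-cell identity, 0 to 10 calcium, 0 to 16 adhesion, 0 to 9 cytokine, 0 to 8 glucose sensing, 0 to 12 hormone processing, 0 to 10 JNK and 0 to 12 NF-κB genes. With an estimated correlation the camera adjusted p was 0.51 for the NF-κB, cytokine, glucose sensing and interferon lists and 0.687 for the JNK list. These calls were lost, but that form rests on 2 residual degrees of freedom and could hardly call any list. Without each library, the camera adjusted p ranged over 1.65e-04 to 0.615 for JNK, 0.00151 to 0.0712 for glucose sensing, 0.00397 to 0.65 for adhesion, 0.102 to 0.838 for amino acid, 0.467 to 0.963 for hormone processing, 2.16e-07 to 0.917 for acinar, 0.591 to 0.834 for antioxidant, 4.05e-08 to 0.963 for hepatocyte, 1.07e-12 to 0.292 for proliferation and 0.578 to 0.83 for stromal genes. Of these, all but the JNK and glucose sensing lists changed direction in at least 1 such fit, the acinar list past the threshold (1.39e-04 without WT replicate 2). Directions past no threshold also changed with a filter of 50 for the acinar (0.909), antioxidant (0.821) and eicosanoid (0.878) lists and with the block for the antioxidant (0.91) and stromal (0.953) lists. Of the lists among the most changed genes, 4 passed with the 100 genes with the largest rise and the 98 that fell, and 0 with 50 each way. With the 200 genes with the largest rise and the same 98 that fell, 1 passed, and the 2 lists of lower genes were lost through the adjustment alone, with adjusted p = 0.0578 for both. None of the 64 called named genes changed sign under any alternative, and 54 of them lost their call without the trend, 9 with edgeR, 4 with a pseudocount of 0.5, 1 with a filter of 50, 63 to 64 in limma without each library and 0 to 3 in DESeq2 without each library. DESeq2 called 17 more of the 113 named genes and the block 5 more. Genes not called changed sign as follows on the log2 scale. The gene try was at -0.29 with edgeR, -0.30 with DESeq2 and -1.19 to 1.82 without single libraries. The gene gpt2l was at -0.040 with quantile normalisation, -0.020 with edgeR, -0.031 with DESeq2 and -0.33 to 0.34 without single libraries. The gene nt5c2l1 was at 0.017 with edgeR, 0.0079 with DESeq2 and -0.26 to 0.24 without single libraries. Without single libraries mcl1a ranged over -0.20 to 1.78, dusp1 over -0.00135 to 2.55, the gene ENSDARG00000095070 over -0.055 to 0.60, sst1.1 over -0.057 to 8.08, pcna over -1.24 to 0.24 and col5a1 over -0.22 to 0.95. Quantile normalisation gave ins a change of 0, since ins ranks highest in every library. The smallest correlation within a genotype exceeded the largest between genotypes with either pseudocount. Every alternative set in advance was run and none was left out. Apart from the loss of a library, the cause was not tested. At this number of libraries, limma recovered 6% of simulated changes of 1 on the log2 scale, in a simulation where few genes changed. Changes of that size may be mostly below what it detects.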

Differences from the paper's values

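The paper reports 1245 differentially expressed genes at a false discovery rate under 0.05, and 302 were called here by limma at the same threshold. Of the alternatives set before the data were examined, DESeq2 on the whole reads called 1245 genes, the same number as the paper's, and the others (other pseudocounts, filters and scalings, limma without the trend or robust, edgeR, the replicate block and each library left out) called 0 to 437. Without Tg(ins:il1b) replicate 1, DESeq2 called 1224, a fit chosen after seeing the values, which drops 2 of the 32 genes named by the paper that DESeq2 calls with all libraries. The paper's text does not name its test, but the recovered size factors match those of DESeq2 within 4.02e-06%. With the equal count of 1245, the difference from 302 goes with the choice of limma over DESeq2 here. Read by eye, Fig. 3A shows about 5.1 for txn, against 5.00 here.

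Of the genes drawn in the heatmap of Fig. 3, all 18 tested had the direction drawn, and limma called 5 of them and DESeq2 13. The paper states that ucn3l, pdx1, cacna1ha and cacng5a were lower and that arxa, mafba and gcgb were higher, and limma did not call these 7 genes, while it called kcnj11, sytl4 and gcga in the direction the paper states. DESeq2 on the whole reads called cacna1ha (adjusted p = 0.00133), cacng5a (adjusted p = 0.0326), arxa (adjusted p = 3.01e-06) and gcgb (adjusted p = 5.97e-04). In limma with the replicate block, ucn3l (adjusted p = 0.0254), cacna1ha (adjusted p = 0.0472) and arxa (adjusted p = 0.0243) were called. The gene arxa was also called by limma with a pseudocount of 8, with no filter and with robust estimation. With all libraries DESeq2 called neither ucn3l (adjusted p = 0.205) nor pdx1 (adjusted p = 0.11). In fits chosen after seeing the values, DESeq2 called ucn3l without Tg(ins:il1b) replicate 1 (adjusted p = 1.89e-05) and ucn3l, pdx1 and pck1 without replicate 2 (adjusted p = 9.55e-32, 0.0267 and 1.03e-04), which drop 2 and 5 of the 32 genes. It called none of these 3 genes without WT replicate 1 (adjusted p = 0.683, 0.502 and 1) or without WT replicate 2 (adjusted p = 1, 0.691 and 1). The gene mafba, below the filter, had an adjusted p of 0.28 from limma with no filter and 0.154 from DESeq2. Among the other genes of the heatmap that limma did not call, DESeq2 called abcc8, insm1a, cdkn1bb and igfbp1a, and no setting called pcxb or ghra.

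The paper relates the top upregulated genes to the JNK cascade, cytokine signalling and calcium homeostasis, and the fixed lists for these did not pass the threshold among the 100 genes with the largest rise (0, 2 and 1 members), while the NF-κB list did (3 members, adjusted p = 0.0433; 1.29e-11 with 200 genes, 3.39e-06 ranked by p and 0.139 with 50). It relates the downregulated genes to amino acid metabolism, adhesion and the cellular defence response. No list was fixed for the last of these, so it was not tested. Of the 98 genes that fell, 0 were in the amino acid list and 3 in the adhesion list (adjusted p = 0.0921). Among the 100 genes with the largest fall in DESeq2, a comparison chosen after seeing the values, the adhesion list passed with 4 members (adjusted p = 0.0406), while in that ranking the NF-κB list did not pass among the 100 with the largest rise (1 member, adjusted p = 0.712). The lists used here are not the GO terms of the paper.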

Other observations

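Some of the lists below touch on themes of the paper, such as leukocyte infiltration, leukotriene production and hormone expression. The paper studied infiltration and leukotrienes in other samples, by imaging and with an inhibitor. Of 44 genes of interferon response and antigen presentation, 3 rose and none was lower in limma (8 rose when adjusted over the list alone, and 11 in DESeq2). Leukocyte markers were higher in the same libraries, with 9 of 34 macrophage and pan-leukocyte markers higher in DESeq2 (camera, adjusted p = 1.31e-05, and 0.529 with an estimated correlation), and cd74a and cd74b had log2 fold changes of 2.19 and 1.63 (adjusted p = 0.269 and 0.397 from limma). The ubiquitin-like gene isg15 rose from 6398 ± 603 to 23190.0 ± 9129.7 normalised counts (SD, n = 2), by 1.80 on the log2 scale (standard error 0.30, adjusted p = 0.0483). The RNA helicase gene dhx58 rose by 1.97 (adjusted p = 0.0425) and the class I MHC gene mhc1uka, of a gene family that can share reads, by 1.56 (adjusted p = 0.0274). As a set the list was higher (camera, adjusted p = 3.59e-13), with adjusted p = 0.51 with an estimated correlation. Of 41 antioxidant genes, txn and the glutathione transferase gene gsto2 rose, the latter by 3.06 (adjusted p = 0.0186), and the thioredoxin reductase gene txnrd1 fell by 1.62 (adjusted p = 0.0209), with 4 higher and 3 lower when adjusted over the list alone. Of 47 ER stress genes, 0 were called by limma and by edgeR, 11 were higher at an unadjusted p under 0.05, 6 when adjusted over the list alone and 7 in DESeq2. This set was higher (camera, adjusted p = 7.08e-04), with adjusted p = 0.51 with an estimated correlation.

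Of 47 cytokine receptor and JAK-STAT genes, the TNF receptor family gene tnfrsf9a rose by 6.92 (adjusted p = 0.013) and stat5a fell by 1.72 (adjusted p = 0.037), with 1 higher and 2 lower when adjusted over the list alone. Of 49 cell cycle inhibitor and cell death genes, the anti-apoptotic gene bcl2a rose by 1.68 (adjusted p = 0.0398; 1 higher when adjusted over the list alone). Of 22 complement, acute phase and remodelling genes, lcn15 rose by 5.70 (adjusted p = 0.0491; 4 higher and 1 lower when adjusted over the list alone). Of 12 eicosanoid and nitric oxide enzymes, 0 were called by limma and by edgeR, 2 were higher at an unadjusted p under 0.05, and 1 when adjusted over the list alone and in DESeq2.

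Among markers of other cell types, anxa3b of 20 duct markers rose by 1.76, col6a1 of 21 stromal markers by 6.04 and klf1 of 3 erythrocyte markers by 4.16 (6, 1 and 1 higher when adjusted over the list alone, with 2, 1 and 0 lower). The duct list was higher as a set (camera, adjusted p = 2.39e-04), with adjusted p = 0.51 with an estimated correlation. Of 13 endothelial, 15 hepatocyte and 6 lymphocyte markers, limma and edgeR called 0. At an unadjusted p under 0.05, 1 endothelial marker was higher and 2 were lower, 5 hepatocyte markers were lower and 2 lymphocyte markers were higher, and DESeq2 called 1 higher, 9 lower and 1 higher. Adjusted over the list alone, the counts were 1 higher, 2 lower and 2 higher. Of 42 proliferation genes, limma and edgeR called 0, with 3 higher and 3 lower at an unadjusted p under 0.05, 0 when adjusted over the list alone and 2 higher and 1 lower in DESeq2. The proliferation list was lower as a set (camera, adjusted p = 0.00541), with adjusted p = 0.726 with an estimated correlation and 0.292 in the opposite direction without Tg(ins:il1b) replicate 2. The hepatocyte list was also lower (camera, adjusted p = 0.0123), with adjusted p = 0.687 with an estimated correlation, and changed direction without WT replicate 1. Neutrophil markers and other endocrine markers were higher as sets (camera, adjusted p = 2.39e-04 and 1.02e-04), with an adjusted p = 0.51 and 0.512 with an estimated correlation. Adjusted over the list alone, limma called 3 neutrophil markers, 0 of the macrophage and pan-leukocyte markers (12 at an unadjusted p under 0.05, 0 by edgeR, 9 by DESeq2) and 0 acinar markers (2 unadjusted, 0 by edgeR and by DESeq2).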
